# An Avascular Niche Created by Axitinib‐Loaded PCL/Collagen Nanofibrous Membrane Stabilized Subcutaneous Chondrogenesis of Mesenchymal Stromal Cells

**DOI:** 10.1002/advs.202100351

**Published:** 2021-08-28

**Authors:** Tian‐Ji Ji, Bei Feng, Jie Shen, Min Zhang, Yu‐Qing Hu, Ai‐Xia Jiang, Di‐Qi Zhu, Yi‐Wei Chen, Wei Ji, Zhen Zhang, Hao Zhang, Fen Li

**Keywords:** avascular niche, axitinib, cartilage repair, electrospinning, mesenchymal stromal cells, ossification

## Abstract

Engineered cartilage derived from mesenchymal stromal cells (MSCs) always fails to maintain the cartilaginous phenotype in the subcutaneous environment due to the ossification tendency. Vascular invasion is a prerequisite for endochondral ossification during the development of long bone. As an oral antitumor medicine, Inlyta (axitinib) possesses pronounced antiangiogenic activity, owing to the inactivation of the vascular endothelial growth factor (VEGF) signaling pathway. In this study, axitinib‐loaded poly(*ε*‐caprolactone) (PCL)/collagen nanofibrous membranes are fabricated by electrospinning for the first time. Rabbit‐derived MSCs‐engineered cartilage is encapsulated in the axitinib‐loaded nanofibrous membrane and subcutaneously implanted into nude mice. The sustained and localized release of axitinib successfully inhibits vascular invasion, stabilizes cartilaginous phenotype, and helps cartilage maturation. RNA sequence further reveals that axitinib creates an avascular, hypoxic, and low immune response niche. Timp1 is remarkably upregulated in this niche, which probably plays a functional role in inhibiting the activity of matrix metalloproteinases and stabilizing the engineered cartilage. This study provides a novel strategy for stable subcutaneous chondrogenesis of mesenchymal stromal cells, which is also suitable for other medical applications, such as arthritis treatment, local treatment of tumors, and regeneration of other avascular tissues (cornea and tendon).

## 1 Introduction

Cartilage repair remains a problem due to the limited repair capacity of chondrocytes.^[^ ^1^ ^]^ Mesenchymal stromal cells (MSCs), which are pluripotent, and easily available, and possess self‐renewal capacity, have been proposed as a promising alternative to chondrocytes.^[^ ^1^, ^2^ ^]^ The use of MSCs has been demonstrated in articular cartilage repair;^[^ ^3^ ^]^ however, there are limitations in its use for subcutaneous cartilage formation (such as the repair of trachea cartilage): MSCs‐engineered cartilage is prone to suffer ossification and loss of the cartilaginous phenotype.^[^ ^4^, ^5^ ^]^

These limitations are possibly due to the abundant vessels existing in the subcutaneous environment while lacking blood vessels in the articular cavity. It has long been recognized that avascular cartilage invaded by blood vessels is a prerequisite for endochondral ossification during the development of long bones.^[^ ^6^, ^7^ ^]^ Moreover, articular cartilage would suffer from ossification after increased angiogenesis in arthritis.^[^ ^8^ ^]^ Typically, the process of vascular invasion during endochondral bone formation is primarily guided and facilitated by the angiogenic cues secreted by chondrocytes, such as vascular endothelial growth factor (VEGF).^[^ ^9^, ^10^, ^11^ ^]^ The inactivation of VEGF via a soluble receptor protein^[^ ^9^ ^]^ or conditional ablation of VEGF^[^ ^12^, ^13^ ^]^ in chondrocytes can successfully block vascular invasion and maintain the stability of cartilaginous phenotype, concomitant with an expanded cartilaginous zone and impaired bone formation,^[^ ^9^, ^12^, ^13^ ^]^ suggesting that VEGF plays a rather important role in endochondral ossification.

In Marsano's research, the overexpression of soluble VEGF receptors in human MSCs was shown to effectively prevent vascular invasion and promote chondrogenesis in the subcutaneous environment.^[^ ^14^ ^]^ However, apart from the carcinogenic risk carried by gene‐editing, the permanent elimination of endogenous VEGF, which plays a role in various physiological processes,^[^ ^12^ ^]^ might bring about other unexpected risks. A temporary and localized block of VEGF may be safer and more practical.

Inlyta (axitinib) is an antitumor medicine approved for the clinical treatment of advanced renal cell carcinoma.^[^ ^15^ ^]^ It is a tyrosine kinase inhibitor with highly selective inhibition of VEGF receptors.^[^ ^16^ ^]^ Owing to the inactivation of the VEGF signaling pathway, axitinib can significantly inhibit the proliferation, migration, and tube formation of endothelial cells and present excellent antiangiogenic activity for the treatment of malignant tumors.^[^ ^17^, ^18^ ^]^ Furthermore, compared to the monoclonal antibody against VEGF (bevacizumab),^[^ ^19^ ^]^ axitinib is a novel, oral, small‐molecule, antiangiogenic drug (C22H18N4OS, Mw: 386.47) that is not only more cost‐effective but also has considerably higher chemical stability.

Electrospinning is widely used in drug delivery.^[^ ^20^ ^]^ High surface area, good permeability, and adjustable degradation rate give electrospun nanofibers an excellent ability for the localized and sustained release of various drugs.^[^ ^21^ ^]^ Poly(*ε*‐caprolactone) (PCL), a synthetic polymer with excellent mechanical properties, has been wildly used as a carrier in drug delivery systems;^[^ ^22^ ^]^ however, its application is restricted by its slow degradation rate, poor cell adhesion, and proliferation rate.^[^ ^21^ ^]^ On the other hand, collagen is a natural polymer with good biocompatibility but poor mechanical properties and a rapid degradation rate.^[^ ^23^ ^]^ Therefore, the electrospun nanofibrous membrane composed of synthetic polymer PCL and native polymer collagen might be an ideal vehicle for the delivery of axitinib.

In this study, MSCs‐engineered cartilage was encapsulated in the axitinib‐loaded PCL/collagen electrospun membrane and subcutaneously implanted, as shown in **Figure** **1**. The sustained and localized release of axitinib successfully prevented the vascular invasion and created an avascular, hypoxia, and low immune response niche. As a result, stable chondrogenesis of MSCs was achieved in the subcutaneous environment.

**Figure 1:**
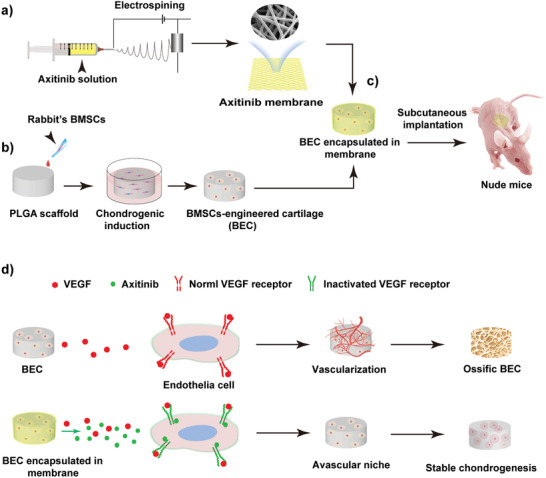
Schematic illustration of the experimental design. a) Axitinib‐loaded PCL/collagen nanofibrous membranes were fabricated by electrospinning. b) The construction of BEC. c) The encapsulation and subcutaneous implantation of BEC. d) Sustained and localized release of axitinib could effectively inhibit vascularization, creating an avascular niche for stable chondrogenesis of BEC.

## 2 Results and Discussion

### 2.1 Schematic Illustration of the Experimental Design

The axitinib‐loaded PCL/collagen nanofibrous membrane was prepared by electrospinning (Figure 1a). Bone marrow MSCs (BMSCs) isolated from the femur of New Zealand white rabbits^[^ ^24^ ^]^ were seeded into poly (lactic‐*co*‐glycolic acid) (PLGA) scaffolds and then cultured in the chondrogenic medium^[^ ^5^ ^]^ for 4 weeks to prepare BMSCs‐engineered cartilage (BEC) (Figure 1b). Then, BEC was encapsulated in the axitinib‐loaded nanofibrous membrane and subcutaneously implanted into nude mice (Figure 1c). The sustained and localized release of axitinib could effectively inhibit the vascularization, creating an avascular niche for stable chondrogenesis of BEC (Figure 1d).

### 2.2 Characterizations of Axitinib‐Loaded PCL/Collagen Membranes

The morphology of different membranes was observed using a scanning electron microscope (SEM). The incorporation of axitinib had no significant influence on the fiber morphology, with smooth and uniform nano‐microstructures in all groups (**Figure** **2**a). Transmission electron microscope (TEM) images showed that axitinib was evenly distributed in the nanofibrous membranes without drug nanoparticle agglomeration (Figure 2b). This might because axitinib is a small, fat‐soluble molecule that could be quickly dissolved in HFIP to form a transparent solution (Figure S1, Supporting Information). The nanofiber diameter in each group was similar (700.1 ± 120.1, 636.1 ± 124.5, 646.3 ± 135.4, and 723.8 ± 124.4 nm for 0%, 1%, 3%, and 6%‐Axitinib groups, respectively) (Figure S2a, Supporting Information). All membranes showed a hydrophilic surface with similar contact angles at the beginning, which decreased quickly and almost completely disappeared within 5 s (Figure S2b, Supporting Information). According to the Fourier transform infrared (FTIR) spectra of different membranes, the characteristic peaks of bovine tendon type I collagen appeared at ≈1660 cm^−1^ (amide I) and 1550 cm^−1^ (amide II). The PCL‐related characteristic peaks were evident at 2943 cm^−1^ (asymmetric CH2 stretching), 2866 cm^−1^ (symmetric CH2 stretching), and 1721 cm^−1^ (C═O stretching). The encapsulation of axitinib had no significant influence on the chemical structure of the PCL/collagen membranes (Figure 2c).

**Figure 2:**
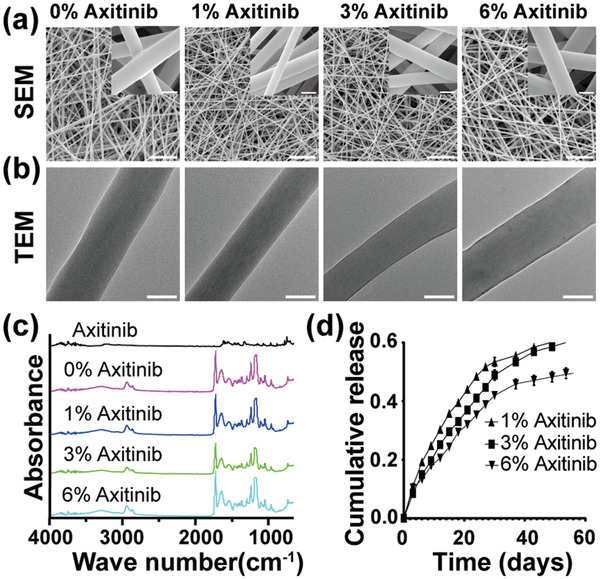
Characterizations of axitinib‐loaded PCL/collagen nanofibrous membranes. a) Representative SEM images of different nanofibrous membranes. Scale bars were 10 µm (low magnification) and 500 nm (high magnification). b) Representative TEM images of different nanofibrous membranes. Scale bar = 500 nm. c) FTIR spectra of axitinib and different electrospun membranes. d) Axitinib release behavior in different electrospun membranes.

The encapsulation efficiency was 89.42 ± 0.77% (1%‐Axitinib), 85.15 ± 1.72% (3%‐Axitinib), and 80.67 ± 0.65% (6%‐Axitinib), and showed a decreasing trend with increasing axitinib content. The release behaviors of axitinib in the different membranes were generally stable and slow; the more the axitinib encapsulated in the membranes, the slower the release profiles observed. The cumulative release rate of axitinib was up to 61.30 ± 3.17% (1%‐Axitinib), 60.79 ± 2.81% (3%‐Axitinib), and 49.59 ± 1.44% (6%‐Axitinib) on day 56 (Figure 2d).

### 2.3 The Bioactivity and Biocompatibility of Axitinib‐Loaded PCL/Collagen Membranes In Vitro

To evaluate the bioactivity of axitinib encapsulated in membranes, human umbilical vein endothelial cells (HUVECs) were seeded onto different membranes.^[^ ^18^ ^]^ After 1 day of incubation, the cell numbers adhering to different membranes were similar, whereas cell proliferation was quite different, as shown by the Edu assay (**Figure** **3**a). 52.95 ± 3.76% of HUVECs were proliferating in the 0%‐Axitinib group, while only 34.44 ± 5.99% in the 1%‐Axitinib group and ≈20% in the 3%‐Axitinib and 6%‐Axitinib groups (Figure 3b). As a result, obvious growth inhibition was observed on membranes containing axitinib 5 days after cell seeding (Figure 3a). Specifically, HUVECs in the 0%‐Axitinib and 1%‐Axitinib groups were round and smooth with a 3D structure, while the shape of HUVECs became flat and fragmented in the 3%‐Axitinib and 6%‐Axitinib groups, as observed by SEM (Figure 3a). When we further analyzed the proliferation of HUVECs by CCK‐8 testing, the inhibition with the increasing content of axitinib was more obvious (Figure 3c).

**Figure 3:**
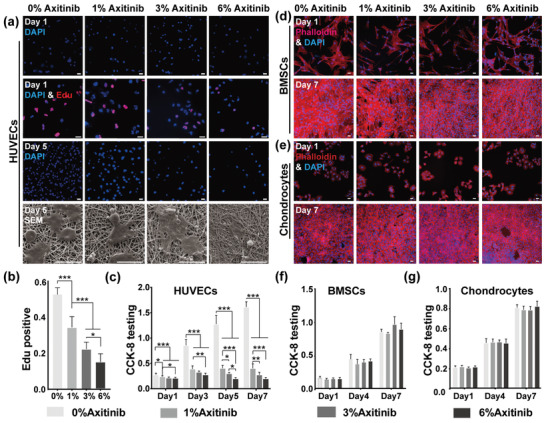
Bioactivity and biocompatibility of axitinib‐loaded PCL/collagen membranes. a) The bioactivity of axitinib‐loaded PCL/collagen membranes nanofibrous on HUVECs. Nuclei staining and Edu staining (Edu‐594, in red) were performed on day 1. Nuclei staining and SEM were performed on day 5. Blue: nucleus. Red: proliferating nucleus. Scale bar = 20 µm. b) The statistical analysis of Edu positive percentage of HUVECs seeded on different membranes on day 1. Values represent mean ± SD, *n* = 6, *P < 0.05, ***P < 0.001. c) CCK‐8 testing of HUVECs cultured on axitinib‐loaded membranes at different time points. Values represent mean ± SD, n = 5, *P < 0.05, **P < 0.01, ***P < 0.001. The biocompatibility of axitinib‐loaded PCL/collagen nanofibrous membranes with BMSCs d) and chondrocytes e). Nuclei and cytoskeleton staining of BMSCs and chondrocytes cultured on different membranes were performed on day 1 and day 7. Blue: nucleus. Red: cytoskeleton. Scale bar = 20 µm. CCK‐8 testing of BMSCs f), and chondrocytes g) cultured on axitinib‐loaded membranes at different time points. Values represent mean ± SD, *n* = 5.

Since axitinib was used to stabilize the chondrogenesis of BMSCs‐engineered cartilage in the subcutaneous environment, the biocompatibility of axitinib‐loaded membranes with BMSCs and chondrocytes were evaluated. Before seeding, BMSCs at passage 2 were identified by flow cytometry. More than 98% of cells were positive for CD44 and CD90, whereas almost no CD11b‐ and CD45‐positive positive cells were identified (Figure S3, Supporting Information), which agreed with previous reports.^[^ ^25^ ^]^

BMSCs and auricular chondrocytes (isolated from rabbits) adhered and spread well on different membranes without obvious differences on day 1. As the incubation time increased, BMSCs and chondrocytes exhibited robust proliferation and finally reached ≈100% confluency on day 7, with bright fluorescence (Figure 3d,e). Further evaluation of cell activity by CCK‐8 testing revealed no significant differences in the absorbance among different groups (Figure 3f,g), indicating that despite the strong inhibition of endothelial cells, axitinib‐loaded membranes showed good biocompatibility with BMSCs and chondrocytes.

### 2.4 The Construction, Encapsulation, and Implantation of BEC

To construct BEC, unwoven PLGA fibers were chosen as scaffolds, which were porous and shapable with a highly uniform fiber diameter (**Figure** **4**a1,4a2). BMSCs at passage 2 were seeded into PLGA scaffolds and adhered well on day 1 (Figure 4a3–4a5). After 4‐week chondrogenic induction, BEC formed and presented a smooth hyaline, and cartilage‐like appearance (Figure 4a6). According to the pathological analysis, BEC presented typical cartilage features with abundant lacuna‐like structures and positive and homogenous staining for safranin O, Masson's trichrome staining, and collagen II, along with abundant residual PLGA fibers (Figure 4a7–4a10). Then BEC was encapsulated in axitinib‐loaded membranes and subcutaneously implanted into nude mice (Figure 4b; and Figure S4, Supporting Information). BEC alone was implanted into nude mice as a control group.

**Figure 4:**
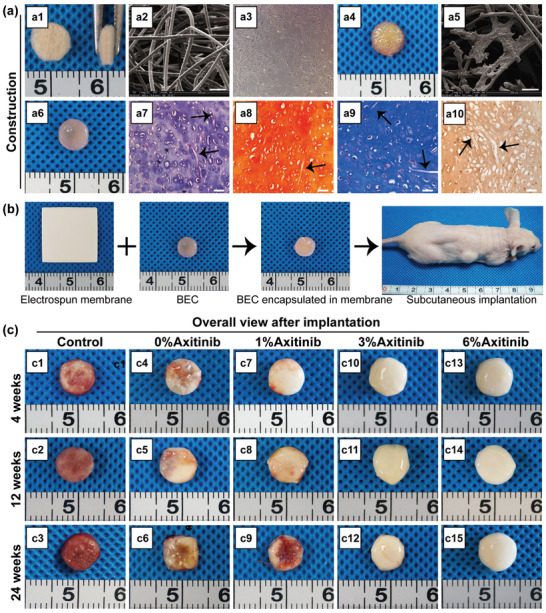
Construction and subcutaneous implantation of BEC. a) Construction and evaluation of BEC in vitro. a1) Overall view of the PLGA scaffold. a2) Representative SEM image of the PLGA scaffold. a3) Morphology of BMSCs at passage 2. a4) Overall view after BMSCs were seeded into the PLGA scaffold. a5) SEM image one day after the seeding of BMSCs. a6) Overall view of BEC after 4 week chondrogenic induction. a7–a10) Representative images of pathological staining of BEC sections, including hematoxylin and eosin (HE) staining a7), safranin O/fast green staining a8), Masson's trichrome staining a9), and immunohistochemistry staining of collagen II a10). Scale bar = 50 µm. Black arrows represented residual PLGA fibers. b) The encapsulation of BEC in axitinib‐loaded nanofibrous membranes and subcutaneous implantation into nude mice. c) Overall view of BEC from each group after 4, 12, and 24 weeks of implantation. Control group: BEC alone c1–c3); 0%‐Axitinib group c4–c6); 1%‐Axitinib group c7–c9); 3%‐Axitinib group c10–c12); 6%‐Axitinib group c13–c15).

After 4, 12, and 24 weeks of implantation, BEC was retrieved from all the groups. As shown in Figure 4c1–4c3, samples in the control group showed obvious vascular invasion even at the early stage of implantation and finally presented a reddish‐brown appearance after 24 week implantation. Compared with the control group, the vascular invasion was partly prevented in the 0%‐Axitinib and 1%‐Axitinib groups (Figure 4c4–4c9). Interestingly, samples in the 3%‐Axitinib and 6%‐Axitinib groups presented a smooth and ivory‐whitish appearance throughout the implantation (Figure 4c10–4c15), indicating that axitinib at a concentration of 3% could sustainably resist subcutaneous vascular invasion.

### 2.5 Stable Chondrogenesis of Engineered Cartilage in the Avascular Niche Created by Axitinib

According to the pathological analysis, after 4 weeks of subcutaneous implantation, samples in the control group mainly consisted of bone‐like tissues with positive fast green staining, and cartilage tissue only existed in some central areas where positive safranin O and collagen II staining was observed. No typical bony structures were observed in the 0%‐Axitinib group, revealing that membranes, as a physical barrier, played a part role in maintaining the cartilaginous phenotype. However, samples in the axitinib groups (1%, 3%, and 6%) maintained stable cartilage repair, which presented abundant lacuna‐like structures with positive and homogeneous staining of cartilage‐specific extracellular matrix components (safranin O and collagen II) and weak positive staining of hypertrophic hallmark (collagen X) (**Figure** **5**a). After a 12 week prolonged subcutaneous implantation, samples in the 0%‐Axitinib group began to form typical bone‐like tissues with partial fibrosis, similar to those observed in the control group, indicating that BEC was prone to lose its phenotype after subcutaneous implantation. Samples in the 1%‐Axitinib group also gradually lost their cartilage features, replaced with ossified or fibrous tissues, concomitant with the weakened safranin O and collagen II staining and inhomogeneous Masson's trichrome staining. Meanwhile, the PLGA fibers also gradually degraded with a prolonged implantation time and were invisible after 12 weeks of subcutaneous implantation (Figure S5, Supporting Information).

**Figure 5:**
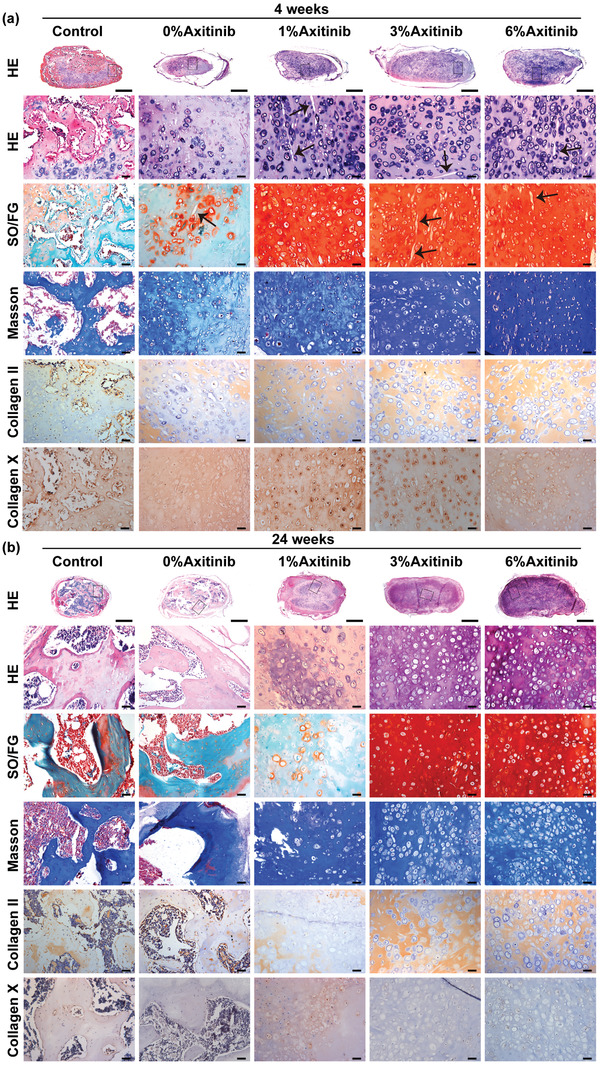
Histological and immunohistochemistry staining of BEC in different groups at 4 a) and 24 weeks b) postimplantation. Tissue sections were stained with hematoxylin and eosin (HE), safranin O/fast green (SO/FG), and Masson's trichrome reagents. Chondrogenic marker‐collagen II and hypertrophic marker‐collagen X were evaluated by immunohistochemistry staining. Scale bars: 1 mm (low magnification) and 50 µm (high magnification). Black arrows represented residual PLGA fibers.

Surprisingly, the samples maintained their cartilage features even after 24 weeks of subcutaneous implantation in the 3%‐Axitinib and 6%‐Axitinib groups. Typical mature hyaline chondrocytes and cartilage lacunas were observed all over the samples at low magnification. Strong positive and homogeneous staining of safranin O and collagen II were observed, while nearly negative staining of collagen X, revealing stable chondrogenesis in the avascular niche. The general statistics of the in vivo fate of BEC in each group are shown in Table S1, Supporting Information.

Stable chondrogenesis was further confirmed by micro‐CT.^[^ ^26^, ^27^ ^]^ After 24 weeks of implantation, significant calcification was detected in whole samples in the control and 0%‐Axitinib groups, while calcified areas were mainly found in the peripheral regions in the 1%‐Axitinib group. However, scarce calcification was detected at the edge of samples in the 3%‐Axitinib and 6%‐Axitinib groups (**Figure** **6**a). Further, quantitative analysis showed that bone volume fraction and bone mineral density in the 3%‐Axitinib and 6%‐Axitinib groups were significantly lower than those in the other groups (Figure 6b,c).

**Figure 6:**
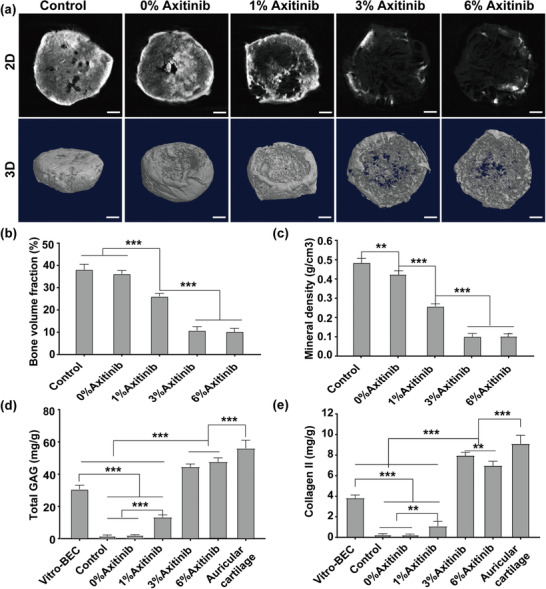
Micro‐CT evaluation and chondrogenesis assessment of BEC at 24 weeks postimplantation. a) Representative 2D and 3D images of BEC by micro‐CT in different groups. Scale bar = 1 mm. The bone volume fraction b) and mineral density c) of BEC. Values represented mean ± SD, *n* = 3, **P < 0.01, ***P < 0.001. Quantification of cartilage‐specific extracellular matrix GAG d) and Collagen II e) in different groups. BEC before implantation was used as a basic control, and native auricular cartilage was used as a positive control. Values represented mean ± SD, *n* = 3, **P < 0.01, ***P < 0.001.

The quantitative analysis of glycosaminoglycan (GAG) and collagen II was also encouraging. Compared with those in BEC before implantation, the contents of GAG and collagen II decreased in the 1%‐Axitinib group and were almost undetectable in the control group and 0%‐Axitinib group. However, the contents were significantly higher in the 3%‐Axitinib and 6%‐Axitinib groups, nearly reaching the levels in native auricular cartilage (Figure 6d,e), indicating that stable subcutaneous cartilage tissues could be obtained when the content of axitinib reached 3%.

### 2.6 Evaluation of Self‐Stability of Engineered Cartilage

Axitinib was an exogenous antivascular substance that was released completely over time. Whether the engineered cartilage remained stable over time or underwent ossification is an important issue.

Mature chondrocytes can secrete various antiangiogenic cues, such as Chm‐I and endostatin, to resist vascular invasion and maintain a stable cartilaginous phenotype.^[^ ^28^ ^]^ Once *Chm‐I* is knocked out, native cartilage also suffers vascularization and ossification after subcutaneous implantation.^[^ ^26^ ^]^ Based on the qPCR analysis between vitro‐BEC and BEC in the 3%‐Axitinib group (in vivo 24 weeks), apart from genes related to chondrogenesis (*Col2a1* and *Aggrecan*), the expression of antiangiogenic gene (*Chm‐I*) was remarkably upregulated in the 3%‐Axitinib group. In contrast, the expression of endogenous angiogenic gene (*Vegfa*), expressed by chondrocytes,^[^ ^9^, ^10^, ^12^, ^13^ ^]^ as well as *Runx2* (the upstream regulator of *Vegfa*), was downregulated (**Figure** **7**a), which was further confirmed by immunohistochemistry of Vegfa (Figure S6, Supporting Information). These results indicated that the inhibition of vascular invasion might not only aid the stabilization of phenotype but also help engineered cartilage maturation.

**Figure 7:**
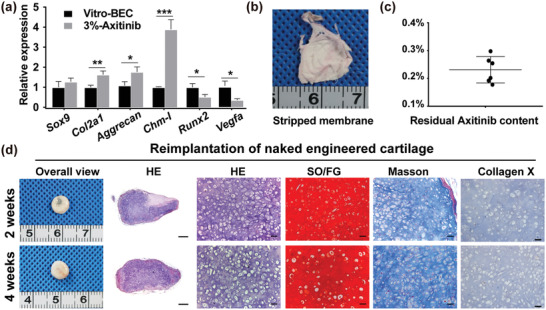
Evaluation of self‐stability of engineered cartilage. a) Relative mRNA expression levels of chondrogenesis (*Sox9, Col2a1, Aggrecan*), proangiogenesis (*Runx2, Vegfa*), and antiangiogenesis (*Chm‐I*) were comparatively analyzed between vitro‐BEC and BEC in the 3%‐Axitinib group (in vivo 24 weeks). Values represent mean ± SD, *n* = 3, *P < 0.05, **P < 0.01, ***P < 0.001. b) After 20 weeks of implantation, the membrane surrounding BEC in the 3%‐Axitinib group was stripped. c) Residual axitinib in the stripped membrane was measured by high‐performance liquid chromatography. Values represent mean ± SD, *n* = 6. d) Naked engineered cartilage, derived from 3%‐Axitinib group (in vivo 20 weeks), was reimplanted subcutaneously into another nude mouse and harvested at 2 or 4 weeks postimplantation. Tissue sections were stained with hematoxylin and eosin (HE), safranin O/fast green (SO/FG), and Masson's trichrome reagents. Hypertrophic marker‐collagen X were evaluated by immunohistochemistry staining. Scale bars: 1 mm (low magnification) and 50 µm (high magnification).

Further, to judge whether the engineered cartilage was able to remain stable alone, we stripped the membrane surrounding the engineered cartilage in the 3%‐Axitinib group (in vivo 20 weeks). Residual axitinib in the membrane was measured by high‐performance liquid chromatography and naked engineered cartilage was implanted subcutaneously into a new nude mouse. As shown in Figure 7b,c, at 20 weeks after implantation in vivo, the membrane remained obvious and the residual axitinib content was around 0.23% ± 0.04% ($\frac{\mathrm{weight}\;\mathrm{of}\;\mathrm{residual}\;\mathrm{axitinib}\;}{\;\mathrm{total}\;\mathrm{weight}\;\mathrm{of}\;\mathrm{residual}\;\mathrm{membrane}}$). This meant that only 7.7% of axitinib was unreleased compared with the initial payload. Besides, the naked engineered cartilage resisted vascularization and maintained a stable cartilaginous phenotype without a hypertrophic phenotype, even at an extra 2 or 4 weeks after implantation (Figure 7d). Thus, at 20 weeks after implantation, the engineered cartilage in the 3% axitinib group had become sufficiently mature to remain stable itself for at least 4 weeks, even without the aid of axitinib. These results demonstrated that our strategy was effective for obtaining stable subcutaneous cartilage tissues. Whether the naked engineered cartilage remains stable over a longer period will be investigated in our next study.

### 2.7 The Avascular, Hypoxia, and Low Immune Response Niche Created by Axitinib, Upregulated the Expression of Timp1 and Inhibited the Matrix Metalloproteinases (MMPs) Activity

To better understand how axitinib affects the maturation of BEC through the niche, transcriptional profiles of murine tissues surrounding BEC in the 0%‐Axitinib group and 3%‐Axitinib group were comparatively analyzed by high‐throughput sequencing. 

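RNA was sequenced from 3 samples of the 0%-Axitinib group (BEC in membranes without the drug) and 3 samples of the 3%-Axitinib group. All were taken 12 weeks after implantation. The supplement states that the samples were harvested together with the entangled murine tissues. It describes no step that removed BEC, engineered from rabbit BMSCs, before RNA was extracted. The labels of the deposited samples call the first group untreated controls, and these were taken as the 0%-Axitinib group because the paper compares that group with the 3%-Axitinib group by sequencing and the protocol deposited with all 6 samples describes only membranes with 0% or 3% of the drug. The authors selected poly(A) RNA, aligned the reads to the mouse genome mm10 with STAR and deposited the number of reads counted on each of 48440 genes, listed by gene symbol and not normalized. Between 9225518 and 18403795 reads per sample were counted on genes, with a median of 17761968 in the 0%-Axitinib group and 11686084 in the 3%-Axitinib group. At these depths, a count of 3 in a sample corresponded to between 0.163 and 0.325 CPM (counts scaled to the size of the library). The share of reads that could not be mapped was 8.08% ± 5.99 (SD, n = 3) in the 0%-Axitinib group and 31.5% ± 15.9 (SD, n = 3) in the 3%-Axitinib group. Every 3%-Axitinib sample had a larger share than every 0%-Axitinib sample (exact two-sided permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). The species of the unmapped reads was not analysed here. Counts were normalized with edgeR's TMM method, and the 15257 genes kept by edgeR's expression filter were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Across these genes, Spearman's rho of log2 CPM lay between 0.891 and 0.978 for samples of one group and between 0.846 and 0.944 for samples of different groups, so the ranges overlapped. Genes are not independent replicates. The closest samples within a group were replicates 1 and 2 of the 0%-Axitinib group and replicates 1 and 3 of the 3%-Axitinib group, both with a rho of 0.978. The supplement states that a pair of constructs of one group was implanted in each mouse. The labels do not name the mouse, so the samples of a group are not known to come from 3 different mice, and n counts samples.

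**Figure D1:**
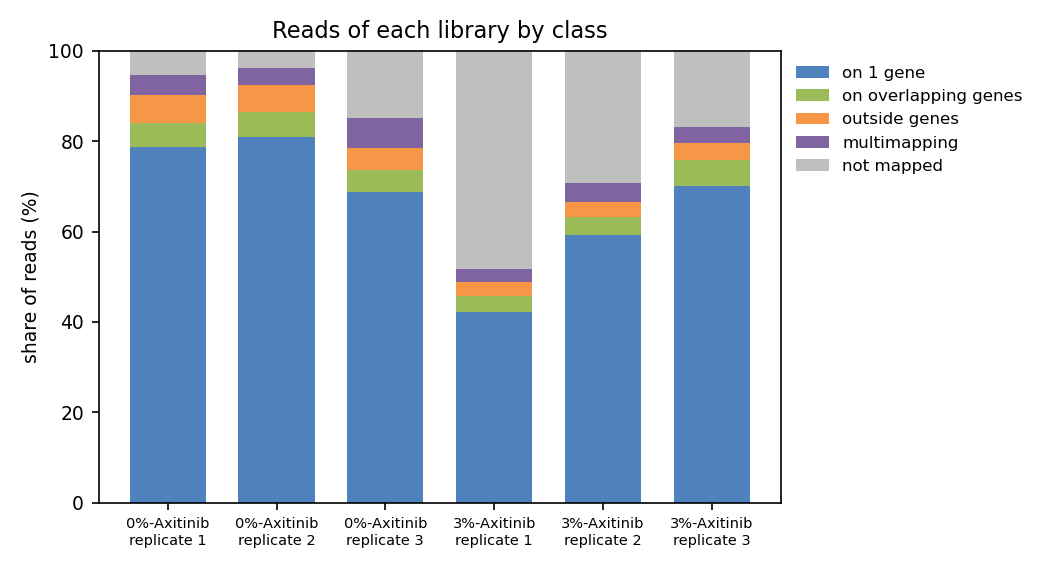
Share of the reads of each library (y axis, %) that were counted on 1 gene, fell on overlapping genes or outside genes, mapped to several places or were not mapped, for the 3 samples of each group (x axis). The unmapped share was 48.4%, 29.2% and 16.8% in 3%-Axitinib replicates 1, 2 and 3, and at most 14.9% in the 0%-Axitinib samples.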

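Of the 48440 genes in the table, 26823 had at least 1 read in the 6 samples. The study's criterion is a fold change of at least 1.5 with a P-value of at most 0.05. The P-value was taken as unadjusted here, which the study does not state. This criterion was met by 3241 of the 15257 tested genes, of which 1785 were lower and 1456 were higher in the 3%-Axitinib group. An unadjusted p of at most 0.05, at any fold change, was reached by 3585 genes, against 763 expected by chance. In 31.3% of all tested genes, the samples of the groups did not overlap, against 10% expected by chance. After Benjamini-Hochberg adjustment over all tested genes, 1 gene had an adjusted p of at most 0.05 in edgeR's quasi-likelihood test. This gene was Nr1d1, which encodes a nuclear receptor of the molecular clock and lies on chromosome 11 of GRCm38 from 98767932 to 98775333, where it overlaps Thra on the other strand. Its expression was 10.1 ± 1.69 CPM (SD, n = 3) in the 0%-Axitinib group and 144 ± 32.3 CPM (SD, n = 3) in the 3%-Axitinib group, a log2 fold change of 3.83 (standard error 0.26, adjusted p = 0.0229). The choice of test moved the number of adjusted calls most: DESeq2's Wald test gave 1961 genes with an adjusted p of at most 0.05. With edgeR's test, the adjusted calls numbered 1252 without 0%-Axitinib replicate 3, 58 without 3%-Axitinib replicate 2 and 0 without any other sample, where between 2417 and 3513 genes had an unadjusted p of at most 0.05. Without 0%-Axitinib replicate 3, the criterion was met by 2274 higher genes. On simulated counts, in which 193 of 14953 tested genes were changed, 26.5% of the calls of DESeq2's Wald test were unchanged genes. For edgeR's test, 4% of the calls were. These shares depend on how many genes are changed, so they do not carry over to the real counts, where 3585 genes had an unadjusted p of at most 0.05.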

Among the 20 318 genes analyzed, 837 genes were differentially expressed by more than 1.5‐fold, with 313 genes downregulated and 524 genes upregulated in the 3%‐Axitinib group. 

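Lists of marker genes were tested with camera at a preset correlation of 0.01 between genes. The endothelial cell list had a median log2 fold change of -1.50 over 34 genes (adjusted p = 3.6e-19), with 33 genes lower in the 3%-Axitinib group. For 26 of these genes, every 3%-Axitinib sample lay below every 0%-Axitinib sample, against 5% of genes expected by chance in this direction. Among all tested genes, 31.3% separated the groups in either direction. Relative to the mean of the 0%-Axitinib group, the list's mean log2 CPM was -2.09, -1.25 and -1.06 in 3%-Axitinib replicates 1, 2 and 3. Leaving out 3%-Axitinib replicate 1 moved the median of the list most, to -1.26. The 9 tested genes of the histocompatibility class II list were all lower, with a median log2 fold change of -2.99 (adjusted p = 1.4e-10). The leukocyte list fell less, with a median log2 fold change of -0.49 over 31 genes (adjusted p = 0.00227), of which 7 were higher in the 3%-Axitinib group. Its median was -0.27 without 0%-Axitinib replicate 3 and -0.32 without 0%-Axitinib replicate 2. With fry, and with camera at a correlation estimated from the samples, none of the lists had an adjusted p of at most 0.05.
GO terms were not available, and the downregulated genes that met the study's criterion were compared with Reactome pathways by Fisher's exact test against the tested genes with an Entrez identifier (92.2% of those tested). Of 859 pathways, 50 had an adjusted p of at most 0.05. Interferon gamma signaling held 30 downregulated genes among 76 tested genes, where 9.03 were expected by chance (adjusted p = 6.3e-07). TCR signaling held 22 of 47 tested genes (5.58 expected, adjusted p = 1.3e-06) and Signaling by VEGF held 28 of 98 tested genes (11.6 expected, adjusted p = 3.8e-04). Fisher's exact test treats genes as independent, and no pathway was tested with a sample left out. Transcripts of a T cell list were few outside 0%-Axitinib replicate 3. They summed to 21.6, 35.9 and 167 CPM in 0%-Axitinib replicates 1, 2 and 3, and to 17.8, 14.5 and 17.3 CPM in the 3%-Axitinib replicates.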

Gene ontology (GO) analysis revealed that the genes downregulated in the 3%‐Axitinib group were mainly enriched in endothelial development, angiogenesis, and immune response (**Figure** **8**a). 

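The hypoxia response list had a median log2 fold change of 0.57 over 32 genes (adjusted p = 7.5e-05, camera), with 29 genes higher in the 3%-Axitinib group. Without 0%-Axitinib replicate 3, the median was 0.38. For 9 of the 32 genes, every 3%-Axitinib sample lay above every 0%-Axitinib sample (5% expected by chance), and for 1 gene every one lay below. The groups separated, in either direction, for 31.3% of all tested genes, so these counts do not set the list apart from other genes. All 21 tested genes of the cartilage list were higher in the 3%-Axitinib group, with a median log2 fold change of 1.30 (adjusted p = 2.6e-07), and 8 of them separated the groups completely. The 38 tested genes of the skeletal muscle list had a median log2 fold change of 6.35 (adjusted p = 3.3e-15), and 35 of them met the study's criterion. Only 4 of the 38 muscle genes separated the groups, because 3%-Axitinib replicate 2 stayed at the level of the 0%-Axitinib samples. When the mean of the muscle list was added as a covariate, the median of the hypoxia response list decreased to 0.14, its furthest change, and that of the cartilage list to 1.05.
Among the upregulated genes that met the study's criterion, 4 of the 859 Reactome pathways had an adjusted p of at most 0.05 in Fisher's exact test. Striated Muscle Contraction held 20 upregulated genes among 29 tested genes, where 2.78 were expected by chance (adjusted p = 1.4e-11). Muscle contraction held 27 of 58 tested genes (5.57 expected, adjusted p = 1.5e-10). The other 2 pathways described translation initiation. Extracellular matrix organization, with 35 of 207 tested genes (19.9 expected), did not pass the adjustment (adjusted p = 0.0811).

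**Figure D2:**
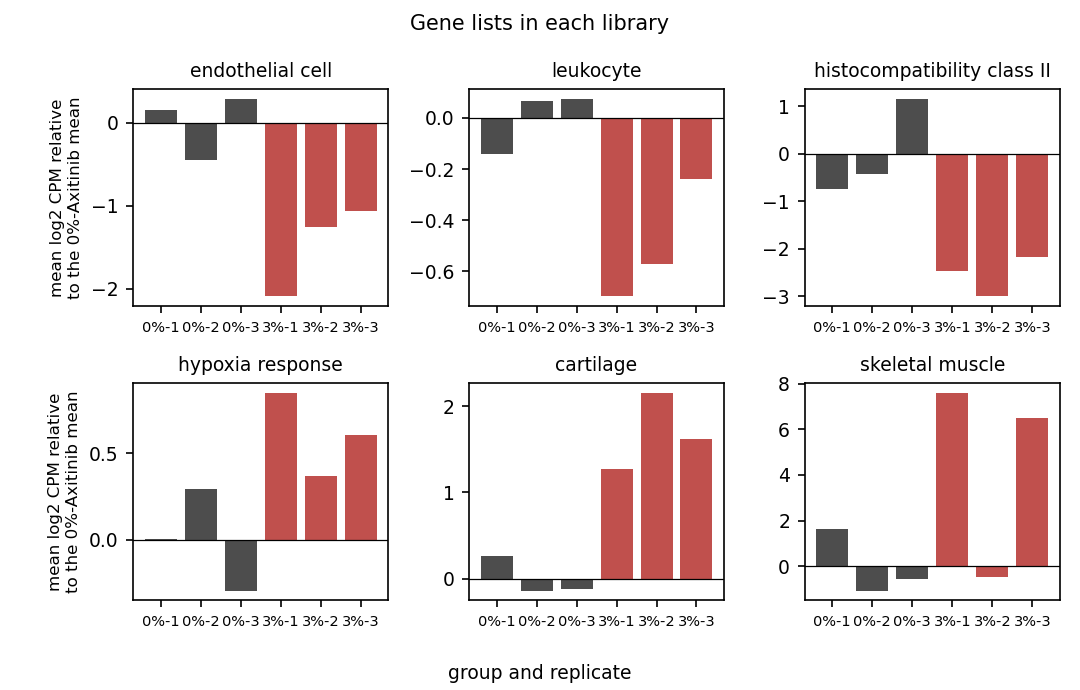
Mean log2 CPM of the genes of each list in each library (y axis), relative to the mean of the 3 samples of the 0%-Axitinib group, for replicates 1, 2 and 3 of each group (x axis). The bars of the skeletal muscle list reached 7.59 and 6.48 in 3%-Axitinib replicates 1 and 3, and -0.50 in replicate 2.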

Genes upregulated in the 3%‐Axitinib group were mainly enriched in response to hypoxia, Hif‐1 signaling pathway, cartilage differentiation and development, and muscle structure development (Figure 8b).

**Figure 8:**
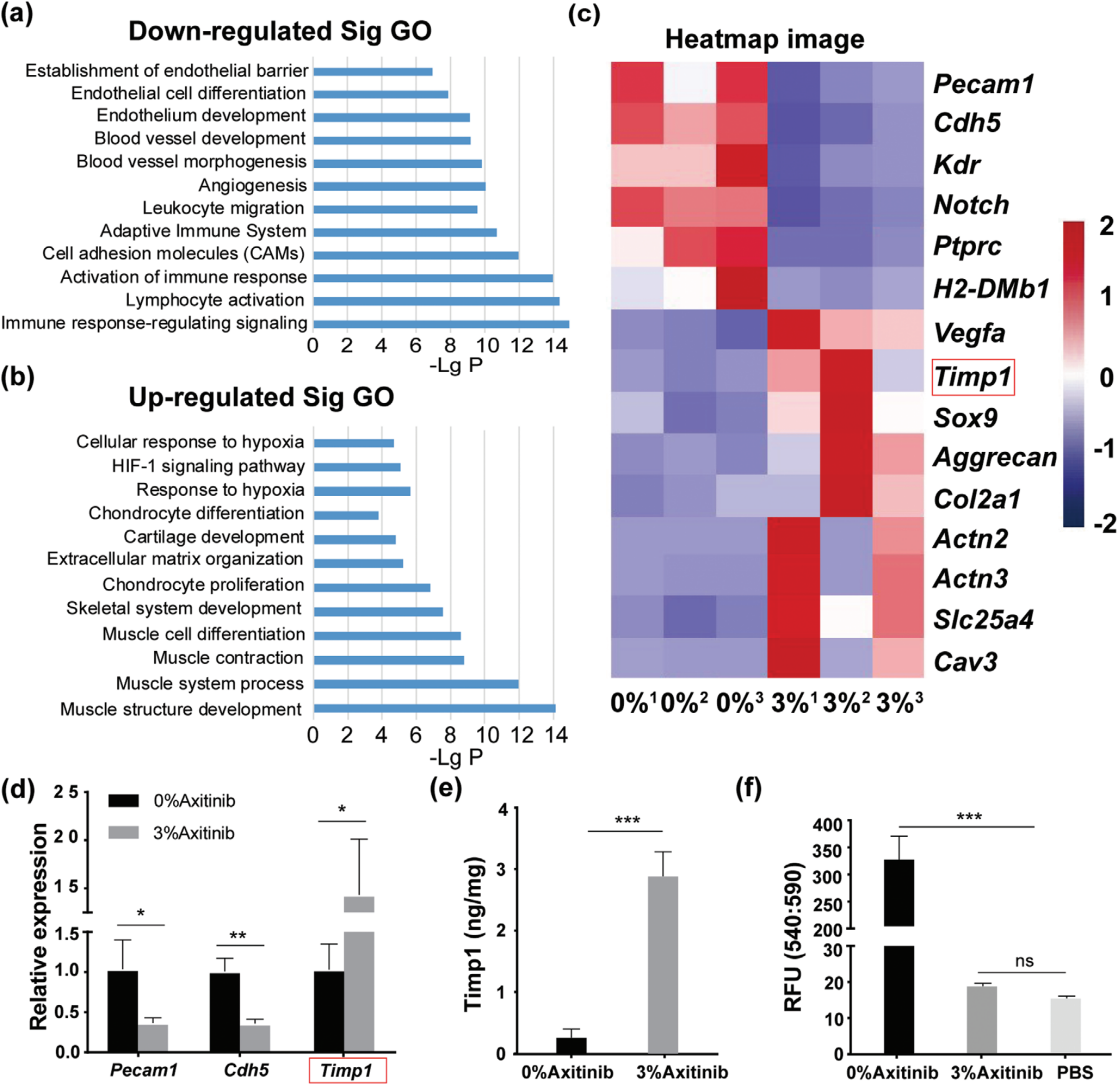
Transcriptional analysis of murine tissues surrounding BEC and protein validation tests in the 0%‐Axitinib and 3%‐Axitinib groups at 12 weeks postimplantation. Go term analysis of down‐regulated a) and up‐regulated b) gene‐related enrichment signaling pathway. c) Heatmap image of related gene expression. The scale is −2 to +2 on the logarithmic scale. d) Relative mRNA expression of angiogenic genes (*Pecam1*, *Cdh5*), and *Timp1* (an endogenous inhibitor of MMPs) by qPCR. Values represent mean ± SD, *n* = 3. *P < 0.05, **P < 0.01. e) The quantification of murine Timp1 by Elisa. Values represent mean ± SD, *n* = 5, ***P < 0.001. f) The MMP activity assay. The relative fluorescence units (RFU) were monitored using a microplate reader with a filter set of Ex/Em = 540/590 nm. Values represent mean ± SD, *n* = 5. ***P < 0.001, ns indicated no significance.

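Pecam1 (chromosome 11 of GRCm38, 106654217 to 106750628) encodes an adhesion protein of endothelial cells. Its expression was 213 ± 60.6 CPM (SD, n = 3) in the 0%-Axitinib group and 69.6 ± 16.5 CPM (SD, n = 3) in the 3%-Axitinib group, a log2 fold change of -1.61 (standard error 0.31, adjusted p = 0.0965 from edgeR's quasi-likelihood test). Cdh5 (chromosome 8, 104101625 to 104144511), the cadherin of endothelial junctions, decreased from 138 ± 17.8 CPM to 26.6 ± 11.7 CPM (SD, n = 3 each), a log2 fold change of -2.37 (standard error 0.35, adjusted p = 0.0965). The log2 fold change of the VEGF receptor gene Kdr (chromosome 5, 75932827 to 75978458) was -2.16 (standard error 0.43, adjusted p = 0.0965), and that of Notch4 (chromosome 17, 34564268 to 34588503) was -2.29 (standard error 0.29, adjusted p = 0.0965). Cdh5 overlaps an antisense transcript and Notch4 a pseudogene on the other strand, and the paper's text does not say whether reads were counted by strand. For each of the 4 genes, every 3%-Axitinib sample lay below every 0%-Axitinib sample, a separation that exact permutation gives at best p = 0.1. With each sample left out in turn, the log2 fold change stayed between -1.84 and -1.43 for Pecam1, between -2.74 and -2.09 for Cdh5, between -2.37 and -1.83 for Kdr and between -2.53 and -2.05 for Notch4. Adjusted over the list alone, 15 of the 17 genes that the paper names for this experiment had an adjusted p of at most 0.05, and over all tested genes none had. The study chose these genes on the same samples, so the adjustment over the list is not independent evidence. DESeq2's Wald test gave 15 of the 17 genes an adjusted p of at most 0.05 over all tested genes.

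**Figure D3:**
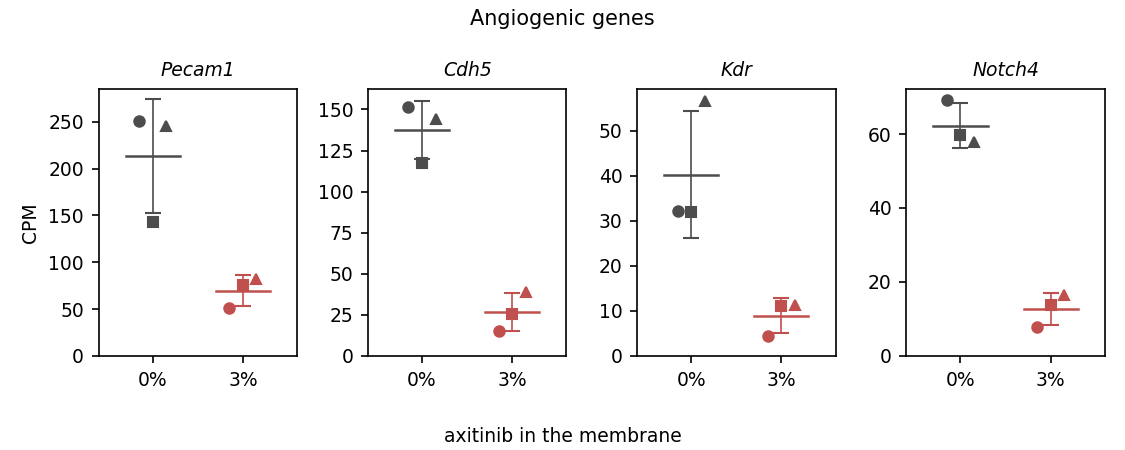
Expression of Pecam1, Cdh5, Kdr and Notch4 (y axis, CPM, a scale of its own for each gene) by the share of axitinib in the membrane (x axis). Circles, squares and triangles are replicates 1, 2 and 3 of a group, horizontal lines are means and error bars SD (n = 3), and the groups do not overlap for any of the 4 genes.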

The heatmap and qPCR analysis further showed that the expression of angiogenic genes decreased significantly, including *Pecam1*, *Cdh5*, *Kdr*, and *Notch4* (Figure 8c,d), and this result was further confirmed by the immunohistochemistry of Pecam1 (CD31) (Figure S7, Supporting Information). 

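Ptprc, which encodes the leukocyte common antigen and lies on chromosome 1 of GRCm38 from 138062861 to 138175708, was measured at 310 ± 82.2 CPM (SD, n = 3) in the 0%-Axitinib group and 86.5 ± 10.1 CPM (SD, n = 3) in the 3%-Axitinib group. Its log2 fold change was -1.84 (standard error 0.27, adjusted p = 0.0965 from edgeR's quasi-likelihood test) and stayed between -2.05 and -1.71 with each sample left out in turn. H2-DMb1 (chromosome 17, 34153072 to 34160230), a chain of the class II peptide-loading complex, decreased from 42.7 ± 36.1 CPM to 5.19 ± 2.22 CPM (SD, n = 3 each). This was a log2 fold change of -3.03 (standard error 0.67, adjusted p = 0.0972). The 0%-Axitinib samples differed widely for H2-DMb1, with 18.9, 25.0 and 84.2 CPM in replicates 1, 2 and 3, and without replicate 3 the log2 fold change was -2.07. No 3%-Axitinib sample reached the lowest 0%-Axitinib sample for either gene.

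**Figure D4:**
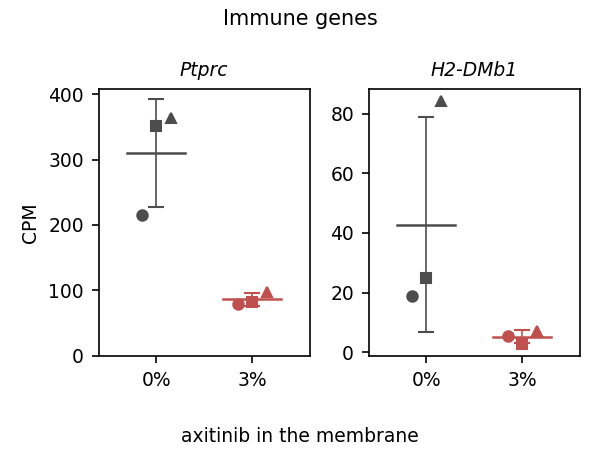
Expression of Ptprc and H2-DMb1 (y axis, CPM, a scale of its own for each gene) by the share of axitinib in the membrane (x axis). Circles, squares and triangles are replicates 1, 2 and 3 of a group, horizontal lines are means and error bars SD (n = 3), and 0%-Axitinib replicate 3 has the highest value of both genes.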

Surface marker of leukocytes (*Ptprc*) and various histocompatibility antigens (such as *H2‐DMb1*) were also downregulated (Figure 8c), which was further confirmed by the immunohistochemistry of Ptprc (CD45) (Figure S8, Supporting Information). These results reflected a weakened immune response. In contrast, the expression of genes related to hypoxia (such as *Vegfa* and *Timp1*) and chondrogenic markers (*Sox9*, *Aggrecan*, and *Col2a1*) was significantly upregulated (Figure 8c). 

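Other immune genes differed in how far they fell. The class II chaperone gene Cd74 decreased from 1243 ± 735 CPM (SD, n = 3) to 197 ± 80.5 CPM (SD, n = 3), a log2 fold change of -2.66 (standard error 0.54, adjusted p = 0.0965 from edgeR's quasi-likelihood test). The B cell and plasma cell list had a median log2 fold change of -4.76 over 9 genes (adjusted p = 7.5e-09, camera), or -4.36 when 2 genes whose 3%-Axitinib samples all had at most 3 counts were set to the limit of detection. Without 0%-Axitinib replicate 3, the median of this list was -2.78. The macrophage list, by contrast, had a median log2 fold change of -0.079 over 12 genes (adjusted p = 0.936), with no gene that separated the groups, and its median stayed between -0.31 (without 0%-Axitinib replicate 3) and 0.06 (without 0%-Axitinib replicate 2) with each sample left out in turn. Of the 31 genes of the leukocyte list, 10 are also in the macrophage list. From the lower expression of Ptprc and of histocompatibility antigens, together with the immunohistochemistry of Ptprc, the paper concludes that the immune response was weakened.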

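Vegfa (chromosome 17 of GRCm38, 46016993 to 46032369) increased from 62.2 ± 9.01 CPM (SD, n = 3) in the 0%-Axitinib group to 133 ± 38.1 CPM (SD, n = 3) in the 3%-Axitinib group, a log2 fold change of 1.10 (standard error 0.26, adjusted p = 0.0979 from edgeR's quasi-likelihood test). Timp1 (chromosome X, 20870166 to 20874735), which lies inside Syn1 on the other strand, increased from 84.5 ± 33.4 CPM to 581 ± 389 CPM (SD, n = 3 each). Its log2 fold change was 2.78 (standard error 0.62, adjusted p = 0.0972), and its highest value, 984 CPM, was in 3%-Axitinib replicate 2. Sox9 (chromosome 11, 112782224 to 112787760) increased from 5.01 ± 1.65 CPM to 12.5 ± 5.81 CPM (SD, n = 3 each), a log2 fold change of 1.32 (standard error 0.43, adjusted p = 0.142). The aggrecan gene, Acan (chromosome 7, 79053483 to 79115099), increased from 6.31 ± 5.00 CPM to 95.3 ± 70.3 CPM (SD, n = 3 each), a log2 fold change of 3.92 (standard error 0.83, adjusted p = 0.0965). Vegfa, Timp1, Sox9 and Acan were higher in every 3%-Axitinib sample than in every 0%-Axitinib sample. Col2a1 (chromosome 15, 97975602 to 98004695) had a log2 fold change of 2.53 (standard error 0.81, adjusted p = 0.140), and its groups overlapped, with 79.5 CPM in 0%-Axitinib replicate 3 and 77.2 CPM in 3%-Axitinib replicate 1. Without 3%-Axitinib replicate 2, the log2 fold change was 2.17 for Timp1, 0.87 for Sox9, 3.20 for Acan and 1.70 for Col2a1. The counts do not show the species of the cells that made these transcripts.

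**Figure D5:**
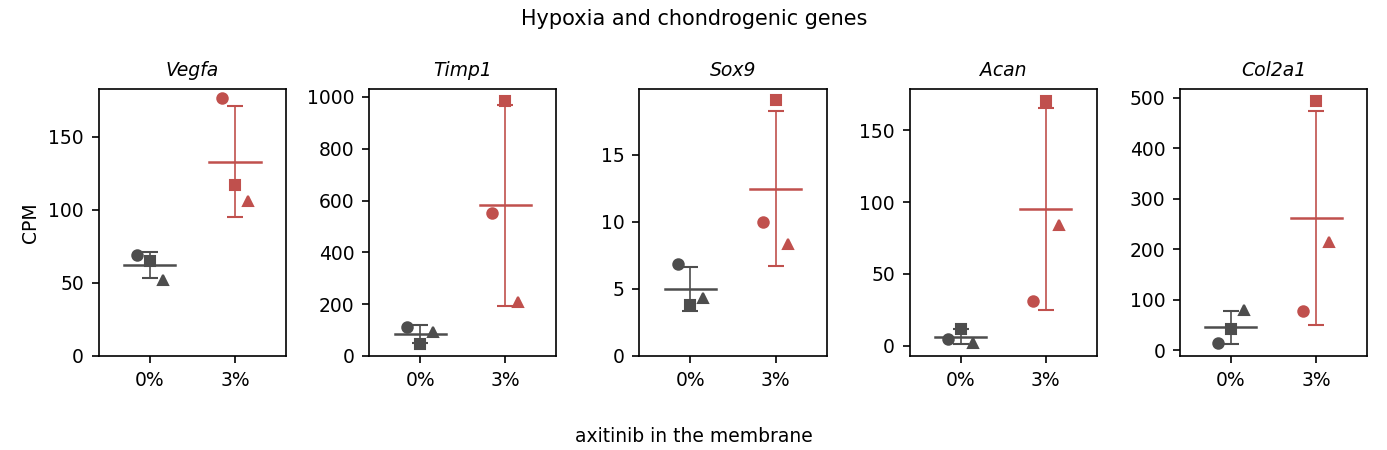
Expression of Vegfa, Timp1, Sox9, Acan and Col2a1 (y axis, CPM, a scale of its own for each gene) by the share of axitinib in the membrane (x axis). Circles, squares and triangles are replicates 1, 2 and 3 of a group, horizontal lines are means and error bars SD (n = 3), and 3%-Axitinib replicate 2 has the highest value of each gene except Vegfa.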

As shown in Figure 8c, genes (Actn2, Actn3, Slc25a4, Cav3) related to muscle contraction and ATP synthesis,^[^ ^29^ ^]^ were significantly upregulated in the 3%‐Axitinib group. 

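Actn2 (chromosome 13 of GRCm38, 12269426 to 12340760) and Actn3 (chromosome 19, 4861216 to 4877909) encode actinins of the sarcomere. Actn2 was measured at 304 and 153 CPM in 3%-Axitinib replicates 1 and 3, but at 0.273 CPM in replicate 2, below the 1.41 CPM of 0%-Axitinib replicate 1. Its log2 fold change was 7.51 (standard error 2.09, adjusted p = 0.117 from edgeR's quasi-likelihood test). Actn3 showed the same pattern, with 338, 4.83 and 207 CPM in 3%-Axitinib replicates 1, 2 and 3 and 6.32 CPM in 0%-Axitinib replicate 1, and its log2 fold change was 5.95 (standard error 1.56, adjusted p = 0.109). The groups therefore overlapped for both genes. The muscle caveolin gene Cav3 (chromosome 6, 112459505 to 112472872) was at most 0.261 CPM in the 0%-Axitinib samples and 15.9, 0.638 and 6.66 CPM in 3%-Axitinib replicates 1, 2 and 3, a log2 fold change of 5.35 (standard error 1.16, adjusted p = 0.0972). Slc25a4 (chromosome 8, 46206797 to 46211284), which encodes the mitochondrial exchanger of ADP and ATP, increased from 188 ± 17.5 CPM to 436 ± 128 CPM (SD, n = 3 each), a log2 fold change of 1.21 (standard error 0.28, adjusted p = 0.0973). All 3 samples of the 3%-Axitinib group were above all 0%-Axitinib samples for Cav3 and Slc25a4. With the mean of the skeletal muscle list as a covariate, the log2 fold change of Slc25a4, which is not in that list, was 0.76. Actn2, Actn3 and Cav3 are in the list, so the covariate takes out much of their difference by construction. With it, their log2 fold changes were -0.073, 1.45 and 2.14.

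**Figure D6:**
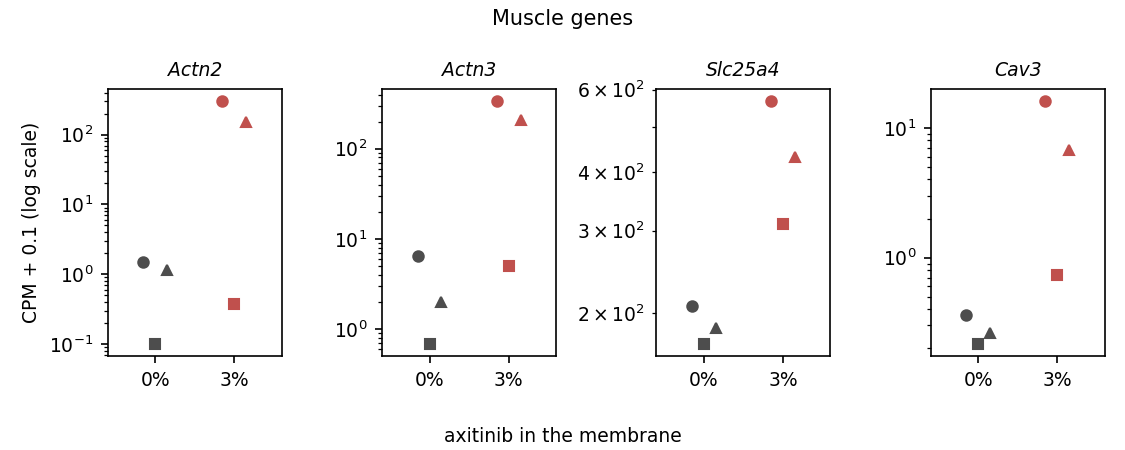
Expression of Actn2, Actn3, Slc25a4 and Cav3 (y axis, CPM plus 0.1 on a log scale, with its own range for each gene) by the share of axitinib in the membrane (x axis). Circles, squares and triangles are replicates 1, 2 and 3 of a group, and the square of the 3%-Axitinib group is the lowest of its group for each gene.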

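The genes of the skeletal muscle list together made up 2.09%, 0.00761% and 1.11% of the reads counted on genes in 3%-Axitinib replicates 1, 2 and 3, and at most 0.0276% in the 0%-Axitinib samples. In 3%-Axitinib replicate 2, 4 of the 38 muscle genes exceeded their highest value in the 0%-Axitinib group. The hypoxia response list includes 9 glycolysis genes, which muscle also expresses. Without them, its 23 genes had a median log2 fold change of 0.58 (adjusted p = 3.7e-04, camera), which was 0.34 without 0%-Axitinib replicate 3 and 0.36 without 3%-Axitinib replicate 1. Its furthest change came with the mean of the muscle list as a covariate, where the median was 0.097 with 15 of the 23 genes higher (adjusted p = 0.0063, camera). Relative to the mean of the 0%-Axitinib group, the mean log2 CPM of these 23 genes was 0.91, 0.47 and 0.58 in 3%-Axitinib replicates 1, 2 and 3. The corresponding values of 0%-Axitinib replicates 1, 2 and 3 were 0.060, 0.29 and -0.35. Every 3%-Axitinib sample was thus above every 0%-Axitinib sample (exact two-sided permutation test, p = 0.1), although replicate 2 exceeded the highest 0%-Axitinib sample by less than the SD of the 0%-Axitinib group (0.32, n = 3).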

Considering muscle tissue is sensitive to the oxygen content in the microenvironment,^[^ ^30^ ^]^ this increased transcriptional activity was likely an adaptive response of muscle tissue surrounding the engineered cartilage, to the hypoxia niche created by axitinib.

Normally, the invaded vasculature recruits a series of cells in charge of cartilage absorption and bone deposition, such as osteoclasts and osteoblasts.^[^ ^7^, ^10^, ^31^ ^]^ These cells secrete various MMPs (osteoclasts: Mmp9, osteoblasts: Mmp13) to accomplish the matrix remodeling.^[^ ^31^ ^]^ Mice deficient in *Mmp9* and *Mmp13* present a dramatically expanded chondrocyte zone and severely impaired bone formation,^[^ ^32^ ^]^ demonstrating the important role of these MMPs in endochondral ossification. However, despite the successful inhibition of vascularization, neither Mmp9 nor Mmp13 showed significant downregulation in the 3%‐Axitinib group (Figures S9 and S10, Supporting Information). 

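Mmp9 (chromosome 2 of GRCm38, 164940780 to 164955850) was measured at 989 ± 667 CPM (SD, n = 3) in the 0%-Axitinib group and 855 ± 928 CPM (SD, n = 3) in the 3%-Axitinib group, a log2 fold change of -0.21 (standard error 0.99, adjusted p = 0.912 from edgeR's quasi-likelihood test). Mmp13 (chromosome 9, 7272514 to 7283331) was measured at 315 ± 391 CPM and 473 ± 483 CPM (SD, n = 3 each), a log2 fold change of 0.59 (standard error 1.05, adjusted p = 0.761). Neither difference exceeded the variation among replicates. The sign of each was set by single samples: the log2 fold change of Mmp9 was 0.50 without 0%-Axitinib replicate 3 and 0.34 without 3%-Axitinib replicate 1, and that of Mmp13 was -0.67 without 3%-Axitinib replicate 2 and 2.40 without 0%-Axitinib replicate 3. With standard errors of this size, a change of expression by a factor of 2 could not have been told from 0 for either gene. Among the other matrix metalloproteinases, Mmp2, chosen after its values were seen, was measured at 815 CPM in the 0%-Axitinib group and 2707 CPM in the 3%-Axitinib group (means, n = 3 each), a log2 fold change of 1.73 (standard error 0.44, adjusted p = 0.105). Of the 16 tested genes of the matrix metalloproteinase list, 10 were higher (8 with scaling to total counts), with a median log2 fold change of 0.30 (adjusted p = 0.0532, camera), or 0.62 without 0%-Axitinib replicate 3.

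**Figure D7:**
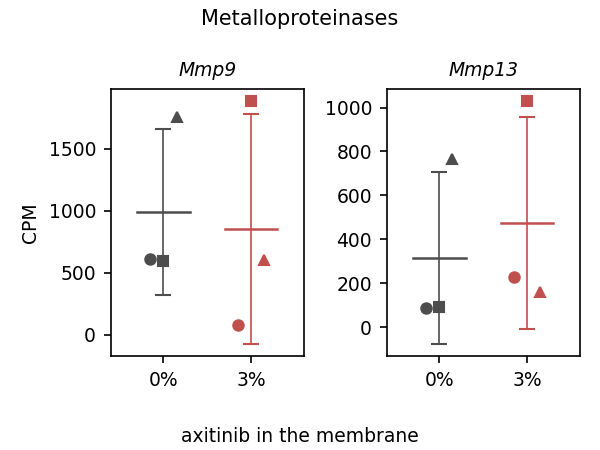
Expression of Mmp9 and Mmp13 (y axis, CPM, a scale of its own for each gene) by the share of axitinib in the membrane (x axis). Circles, squares and triangles are replicates 1, 2 and 3 of a group, horizontal lines are means and error bars SD (n = 3), and the groups overlap for both genes.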

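Among the genes of the tissue inhibitors of metalloproteinases, the study's criterion was met by Timp1, which was higher in the 3%-Axitinib group, and by Timp4, which was lower in every 3%-Axitinib sample than in every 0%-Axitinib sample. Timp2 (chromosome 11 of GRCm38, 118301069 to 118355740), the most abundant of the family, was measured at 1603 ± 649 CPM (SD, n = 3) in the 0%-Axitinib group and 1631 ± 338 CPM (SD, n = 3) in the 3%-Axitinib group, a log2 fold change of 0.024 (standard error 0.40, adjusted p = 0.976 from edgeR's quasi-likelihood test). The log2 fold change was -0.76 for Timp3 (adjusted p = 0.437) and -1.13 for Timp4 (adjusted p = 0.180). Summed over the 4 genes, expression was 2470, 1858 and 1034 CPM in 0%-Axitinib replicates 1, 2 and 3, and 2204, 2344 and 2260 CPM in 3%-Axitinib replicates 1, 2 and 3.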

Apart from the enzyme concentration, the MMP activity is also regulated by tissue inhibitors of metalloproteinases (TIMPs).^[^ ^33^ ^]^ In this study, as a response to hypoxia,^[^ ^34^ ^]^ *Timp1* was remarkably upregulated in the 3%‐Axitinib group (Figure 8c,d). Furthermore, the protein validation tests confirmed the upregulation of Timp1 (Figure 8e; and Figure S10, Supporting Information) and suppressed MMP activity (Figure 8f) in the 3%‐Axitinib group, suggesting a possible correlation between Timp1 and MMP activity.

To elucidate the relationship between Timp1 and MMP activity, a series of in vivo experiments were performed. Electrospun membranes were tailored into rectangles (15 × 15 mm^2^), disinfected, and subcutaneously implanted into nude mice. After 2 weeks of implantation, samples were isolated and evaluated by the overall view, Timp1 content, and MMP activity.

As shown in Figure S11 (Supporting Information), murine tissues surrounding the 3%‐Axitinib membrane presented inhibited vascularization and MMP activity but upregulated Timp1 as compared with those in the 0%‐Axitinib group. The extra addition of Timp1 could effectively suppress the vascularization and MMP activity in the 0%‐Axitinib group, mimicking the phenotype in the 3%‐Axitinib group. Moreover, when Timp1 was functionally blocked by a neutralizing antibody, angiogenesis was partly improved in the 3%‐Axitinib group, concomitant with elevated MMP activity. Based on these results, we concluded that Timp1 possibly played a functional role in the action of axitinib by inhibiting the MMP activity.

Usually, cells and drugs are encapsulated in the same biomaterial (such as hydrogels),^[^ ^35^ ^]^ which is simple and convenient. In this study, unlike TGF*β* and Kartogenin,^[^ ^36^ ^]^ which are directly involved in the chondrogenic differentiation of MSCs, axitinib indirectly promotes chondrogenesis of MSCs by inhibiting peripheral vascular invasion. Considering VEGF also matters for the survival of chondrocyte itself,^[^ ^12^ ^]^ the release of axitinib from the edge of constructs can minimize its adverse effects on seed cells, which can better determine the relationship between antiangiogenesis and in vivo stable chondrogenesis. On the other hand, although it can be stripped off as need, the presence of a membrane surrounding the engineered cartilage might hamper the integration of the engineered tissue into the surrounding native tissue. This situation can be improved by adjusting the degradation rate of the membranes. Either changing the ratio of collagen in the PCL/collagen membrane or replacing PCL with easily degradable materials (such as PLGA and PLCL) will be feasible.

## 3 Conclusion

In summary, axitinib‐loaded biodegradable PCL/collagen nanofibrous membranes were prepared and used for subcutaneous cartilage formation in this study. The nanofibrous membrane successfully mimics the protective effect of the articular cavity on chondrogenesis, blocking peripheral vascular invasion without impeding the transport of nutrients. With the temporary help of this membrane, MSCs engineered cartilage manages to get maturation and finally gets rid of the dependence on exogenous antiangiogenic drugs. Moreover, for the first time, the functionality of TIMP1 is proven to be one plausible mechanism for stable chondrogenesis within the avascular niche in vivo, providing new ideas or new targets for further study. This study provided a novel strategy for stable subcutaneous cartilage formation of mesenchymal stromal cells (such as the repair of trachea cartilage), which could also be used in other medical applications such as arthritis treatment, local treatment of tumors, and regeneration of other avascular tissues (cornea and tendon).

## 4 Experimental Section

Details about materials and experimental methods are available in Supporting Information. GEO: GSE160825.

## Conflict of Interest

The authors declare no conflict of interest.

## Supporting information

Supporting information Click here for additional data file.

## Data Availability

The data that support the findings of this study are openly available in Gene Expression Omnibus database at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE160825, reference number GSE160825.

# Supplementary material for: An Avascular Niche Created by Axitinib‐Loaded PCL/Collagen Nanofibrous Membrane Stabilized Subcutaneous Chondrogenesis of Mesenchymal Stromal Cells
**Source:** Adv Sci (Weinh). 2021 Aug 28;8(20):2100351. doi: 10.1002/advs.202100351
**Supplement:** Supplementary file 1 — Supporting information

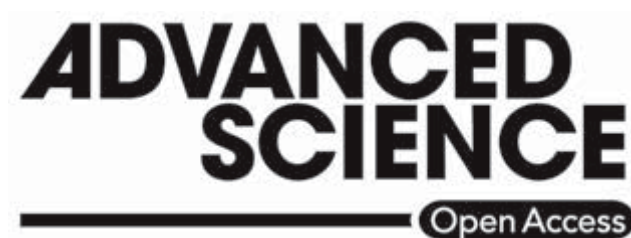

## Supporting Information

for *Adv. Sci.*, DOI: 10.1002/advs.202100351

### **An Avascular Niche Created by Axitinib-Loaded PCL/Collagen Nanofibrous Membrane Stabilized Subcutaneous Chondrogenesis of Mesenchymal Stromal Cells**

*Tian-Ji Ji, Bei Feng,\* Jie Shen, Min Zhang, Yu-Qing Hu, Ai-Xia Jiang, Di-Qi Zhu, Yi-Wei Chen, Wei Ji, Zhen Zhang, Hao Zhang,\* and Fen Li\**

## **An avascular niche created by axitinib-loaded PCL/collagen nanofibrous membrane stabilized subcutaneous chondrogenesis of mesenchymal stromal cells**

*Tian-Ji Ji<sup>ξ</sup>, Bei Feng<sup>ξ\*</sup>, Jie Shen<sup>ξ</sup>, Min Zhang, Yu-Qing Hu, Ai-Xia Jiang, Di-Qi Zhu, Yi-Wei Chen, Wei Ji, Zhen Zhang, Hao Zhang\*, Fen Li\**

<sup>ξ</sup> These authors contributed equally to this work.

### **Experimental section**

**Animals:** Male New Zealand white rabbits (2-months-old, n=10) were purchased from the Songlian Experimental Animal Raising Farm (Shanghai, China). Male nude mice (6–8 weeks old, n=68) were purchased from the Lingchang Biotechnology Company (Shanghai, China). All experimental procedures were approved by the Animal Care and Experiment Committee of the Shanghai Jiao Tong University School of Medicine.

**Materials:** PCL (average Mw: 80,000; 440744), collagen (from bovine Achilles tendon; C9879), collagenase (C6885), dexamethasone (D4902), and ascorbic acid (A4544) were purchased from Sigma Aldrich (USA). 1,1,1,3,3,3-Hexafluoro-2-propanol (HFIP, 165540) was purchased from J&K Chemicals (China). Axitinib (M1658) was purchased from AbMole Bioscience (USA).  $\alpha$ -MEM (22571038), DMEM with high glucose (11965092), antibiotic-antimycotic (100X, 15240062), fetal bovine serum (FBS; 10099141C), trypsin (15050057), and phosphate buffer saline (PBS; 10010049) were purchased from Thermo Scientific (USA). Serum substitute (HPCPLCRL50) was purchased from Helios Bioscience (USA). Cell Counting Kit-8 (CCK-8; CK04) was purchased from Dojindo Laboratories (Japan). The Edu Cell Proliferation Kit (C0078) was purchased from Beyotime Biotechnology (China). Non-woven fabric poly (lactic-co-glycolic acid) (PLGA-1090) scaffolds were

purchased from Equi Ltd (USA), which were composed of PLA and PGA at a mass ratio of 10:90. Recombinant human TGF $\beta$ 1 (240-B) and IGF1 (291-G1) were purchased from R&D system (USA). Insulin-Transferrin-Selenium (ITS) (100X, ITSS-10201) was purchased from Cyagen Biosciences (USA). Antibodies for flow cytometry: CD11b (MCA802GA), CD44 (MCA806GA), CD45 (MCA808GA) and CD90 (MCA47A488T) were purchased from Bio-rad Laboratories (USA).

**Fabrication of axitinib-loaded PCL/collagen nanofibrous membranes:** PCL and collagen were dissolved in HFIP at a mass ratio of 60/40 and a concentration of 12% (wt/v), and then stirred at room temperature for 24 h. Then, 1 h before electrospinning, axitinib was added to the solution at mass ratios of 0%, 1%, 3%, and 6% ( $\frac{\text{weight of axitinib}}{\text{total weight of PCL and collagen}}$ ). The electrospinning conditions were as follows: injection rate was 1.5 mL/h, 30% to 50% wet, the voltage was 10 kV, and distance between the syringe needle and the grounded rotating plate (300 rpm) was 11 cm. Nanofibrous membranes were vacuum freeze-dried for 48 h and then preserved at -40 °C before use.

**Characterization of PCL/collagen nanofibrous membranes:** The surface morphologies of different membranes were observed using a scanning electron microscope (SEM; TM 3030 Plus, Hitachi). More than 100 random nanofibers were measured by Nano Measurer software to determine the average fiber diameter. The nanofibrous structures and distribution of axitinib were observed using a transmission electron microscopy (TEM; JEM2100, Japan).

The hydrophilicity of the different membranes was evaluated using a hydrophilic angle tester (Attension Theta, Biolin Scientific AB, Sweden). Deionized water (5  $\mu$ L) was dropped

carefully onto the surface of different membranes. The contact angle was measured at random locations.

Attenuated total reflection Fourier transform infrared spectroscopy (ATR-FTIR) of axitinib powder and nanofibrous membranes were performed using a Nicolet-670 FTIR spectrometer (Thermo Scientific, USA). All spectra were recorded at the 1000–4000  $\text{cm}^{-1}$  wavelength range.

The encapsulation efficiency of axitinib was measured as follows:<sup>[1]</sup> a known mass of the membrane was dissolved in 1 mL HFIP. 100  $\mu\text{L}$  of the solution was then added to 2 mL of methanol and centrifuged to remove the precipitated PCL and collagen. 20  $\mu\text{L}$  of the diluted solution was detected using a high-performance liquid chromatography (HPLC) instrument (1260 Infinity II Prime, Agilent, USA) at  $\lambda = 330 \text{ nm}$ . The amount of axitinib was obtained from the standard curve of axitinib. The encapsulation efficiency was calculated using the following equation:

$$\text{Encapsulation efficiency} = \frac{\text{weight of axitinib in the sample}}{\text{theoretical weight of axitinib loading in the sample}} \times 100\%$$

The release profile of axitinib was determined by soaking the membranes in PBS in vitro. The membranes were cut into squares, accurately weighed, and incubated in 5 mL PBS at 37 °C while shaking mildly. Every 3 to 6 days, all solutions were collected for HPLC detection to determine the exact amount of axitinib released, which was then replaced with an extra 5 mL PBS. The cumulative release rate was calculated based on the actual weight of the axitinib encapsulated in the membranes.

**Cell isolation and culture:** Human umbilical vein endothelial cells (HUVECs) were

purchased from Cyagen Biosciences (USA). The culture medium for HUVECs was composed of DMEM with high glucose, 10% FBS, and antibiotic-antimycotic (1X).

BMSCs and chondrocytes were isolated from New Zealand white rabbits.<sup>[2]</sup> Briefly, harvested bone marrow was washed, centrifuged, and resuspended in the  $\alpha$ -MEM enrichment medium containing 5% serum substitute, 1 unit/mL heparin, and antibiotic-antimycotic (1X). The medium was replaced every 2 to 3 days until the primary BMSCs reached a confluence of approximately 80%. Then, the BMSCs were collected by 0.25% trypsin and subcultured at a density of  $1 \times 10^4$  cells/cm<sup>2</sup>. BMSCs at passage 2 were used for further experiments.

BMSCs at passage 2, were identified by fluorescence-activated cell sorting (FACS). Briefly, cells were resuspended at a density of  $1 \times 10^6$  cells/mL in PBS. Then four different anti-rabbit antibodies (CD11b, CD44, CD45, CD90) were added into the suspensions respectively. Finally, the positive fractions of different cell surface markers were analyzed by a flow cytometry (BD, USA)

Auricular cartilage tissues were digested with 0.25% trypsin at 37 °C for 30 min, cut into 1 mm<sup>3</sup> pieces, and then digested with 0.1% collagenase at 37 °C for 1.5 h. Primary chondrocytes were collected, resuspended, and seeded onto dishes at a density of  $2 \times 10^4$  cells/cm<sup>2</sup> in the same medium used for the HUVECs. Chondrocytes at passage 2 were used for further experiments.

**Bioactivity of axitinib released from PCL/collagen membranes:** Membranes were tailored into round shapes (15 mm in diameter) and sterilized under UV irradiation for 30 min. Subsequently, membranes were placed at the bottom of 24-well culture plates and fixed with

steel rings. The HUVECs were seeded on the membranes at a density of  $1 \times 10^4$  cells/well.

1 or 5 days after cell seeding, HUVECs were washed thrice with PBS, fixed with 2.5% glutaraldehyde, and stained with DAPI. The cell density of HUVECs was directly observed using a fluorescent inverted microscope (DMI300B, Leica, Germany).

The Edu assay was performed 1 day after cell seeding to evaluate the cell proliferation potential. Briefly, 30  $\mu$ M Edu was added to the cell culture medium and incubated with HUVECs for 2 h at 37 °C. HUVECs were fixed, permeabilized, and stained with Azide-594 and then counterstained with DAPI. The percentage of Edu-positive cells was analyzed using a fluorescent inverted microscope. More than 6 high-power fields were counted to determine the proliferation potential of HUVECs on different membranes.

$$\text{Edu positive} = \frac{\text{cells stained with red}}{\text{all stained cells}} \times 100\%$$

The morphology of HUVECs was also observed via SEM. Briefly, 5 days after seeding, HUVECs seeded on membranes were fixed with 2.5% glutaraldehyde, dehydrated with graded alcohols, and dried naturally. Then, samples were coated with gold and observed under an electron microscope.

To further evaluate the proliferation of HUVECs, CCK-8 testing was performed 1, 3, 5, and 7 days after cell seeding. Briefly, HUVECs were incubated with CCK-8 kit (Dojindo, Japan) for 2 h at 37 °C. Then, absorbance at 450 nm was measured using a microplate reader (Synergy2, Bio Tek, USA).

**Biocompatibility of axitinib-loaded PCL/collagen membranes with BMSCs and chondrocytes:** Membranes were prepared as described above. BMSCs or chondrocytes were

then seeded onto membranes at a density of  $1 \times 10^4$  or  $2 \times 10^4$  cells/well, respectively.

To directly analyze the morphological features of BMSCs or chondrocytes on membranes, the cytoskeleton was stained with phalloidin (PHDH1, Cytoskeleton, USA) and counterstained with DAPI 1 day or 7 days after cell seeding. To evaluate the proliferation activity, the CCK-8 test was performed 1, 4, and 7 days after cell seeding.

**Construction and evaluation of the vitro-BEC:** The PLGA scaffolds were tailored and compressed into cylindrical shapes (6 mm diameter and 2 mm depth) and then disinfected with 75% ethanol solution for 1 h and washed thrice with PBS. Thereafter, 2<sup>nd</sup> passage BMSCs were suspended in enrichment medium, as previously described,<sup>[3]</sup> to a final concentration of  $6 \times 10^7$  cells/mL, and 65  $\mu$ L of the cell suspension was evenly seeded into each scaffold, followed by a 5 h incubation. After two days of cultivation in the enrichment medium, the constructs were cultured in the chondrogenic medium composed of DMEM with high glucose, 10 ng/mL TGF $\beta$ 1, 100 ng/mL IGF1, ITS (1X), 25  $\mu$ g/mL ascorbic acid, 40 ng/mL dexamethasone, and antibiotic-antimycotic (1X) for 4 weeks to prepare the BEC. Finally, the chondrogenesis in the BEC was evaluated through histological examination.

**Encapsulation of the vitro-BEC and implantation in vivo:** The BEC was encapsulated in PCL/collagen nanofibrous membranes with a small amount of tissue adhesive (Histoacryl, B. Braun Melsungen AG, Germany). First, BEC was placed onto the center of the membrane. Second, the four corners of the membrane were folded to the upper surface of the BEC. Finally, 4–8  $\mu$ L Histoacryl was dripped on the folded corners.

The constructs containing the BEC were divided into five groups and implanted

subcutaneously into nude mice: 1) Control group: BEC alone; 2) 0%-Axitinib group: BEC encapsulated in membranes; 3) 1%-Axitinib group: BEC encapsulated in membranes containing 1% axitinib; 4) 3%-Axitinib group: BEC encapsulated in membranes containing 3% axitinib; 5) 6%-Axitinib group: BEC encapsulated in membranes containing 6% axitinib. Two constructs of the same group were subcutaneously implanted into the dorsal side of one mouse. After 4, 12, and 24 weeks of implantation, 6 samples from each group at one time were harvested for histological analysis.

**Histology and immunohistochemistry:** Samples were fixed in 10% formalin, decalcified in 10% EDTA, embedded in paraffin, and sectioned. To evaluate the histological structure and cartilage-specific extracellular matrix deposition, sections were stained with hematoxylin and eosin (HE), safranin O/fast green (SO/FG), and Masson's trichrome. The expression of collagen II was evaluated using a mouse anti-rabbit monoclonal antibody (NB600-844, Novus, USA). The expression of Collagen X was evaluated using a rabbit anti-rabbit polyclonal antibody (bs-0554R, Bioss, China). The expression of Vegfa was detected using a mouse anti-rabbit monoclonal antibody (ab1316, Abcam, USA). The expression of Pecam1 (CD31) was examined using a rat anti-mouse monoclonal antibody (NB600-1475, Novus, USA) to evaluate vascular invasion. The expression of Ptpcr (CD45) was detected using a rat anti-mouse monoclonal antibody (NB100-77417, Novus, USA) to evaluate leukocyte infiltration. The distribution of Mmp9, Mmp13, and Timp1 were evaluated respectively by different rabbit anti-mouse antibodies (bs-4593R/bs-0575R/bs-0415R, Bioss, China).

**Micro-CT:** After 24 weeks of subcutaneous implantation, samples (n=3 for each group) were

fixed in 10% formalin and stored in 75% ethanol at 4 °C before measurement.<sup>[4]</sup> The micro-CT (SkyScan 1076, Belgium) settings were as follows: pixel matrix, 1024 × 1024; slice thickness: 8 μm; resolution: 8 μm. After scanning, a three-dimensional histo-morphometric analysis was performed automatically. Total mineral density (g/cm<sup>3</sup>) and bone volume fraction were measured for quantitative evaluation.

**Chondrogenesis assessment of the engineered cartilage:** The glycosaminoglycan (GAG) and Collagen II contents were chosen as the indices of chondrogenesis. After 24 weeks of subcutaneous implantation, samples were harvested from each group. The GAG content was quantified using dimethyl methylene blue chloride (DMMB, Sigma, USA),<sup>[2]</sup> and the Collagen II content was quantified using an ELISA kit (ml1001622-C, Enzyme-linked Biotechnology, Shanghai, China), according to the manufacturer's instructions. Vitro-BEC was used as a basal control, while native auricular cartilage was considered as a positive control.

**Evaluation of self-stability of engineered cartilage:** mRNA expression levels of engineered cartilage were analyzed in the 3%-Axitinib group (*in vivo* 24 weeks, n=3) and compared with those of vitro-BEC (n=3). Rabbit *Sox9*, *Col2a1*, *Aggrecan*, *Chm-I*, *Runx2*, and *Vegfa* were chosen to estimate the chondrogenesis and ossification tendency, with *beta-actin (Actb)* was used as an internal control. Primer sequences were shown in Table S2, supporting information.

Further, to judge whether the engineered cartilage was able to remain stable alone, we stripped the membrane surrounding the engineered cartilage in the 3%-Axitinib group (*in vivo*

20 weeks, n=6). The residual axitinib in the membrane was measured by HPLC and the nude engineered cartilage was subcutaneously implanted into a new nude mouse. After 2 or 4 weeks of implantation, samples were harvested and evaluated by the overall view and pathological staining.

#### **RNA sequence and qPCR analysis of murine tissues surrounding engineered cartilage:**

After 12 weeks of subcutaneous implantation, samples from the 0%-Axitinib group and 3%-Axitinib group were harvested, with the murine tissues entangled. Total RNA was extracted using Trizol and evaluated by agarose gel electrophoresis and Agilent 2100 Bioanalyzer (USA). After the RNA samples were qualified, mRNAs were enriched using magnetic beads with Oligo (dT). Isolated mRNAs were then fragmented into short pieces, reverse transcribed into cDNA, purified, terminally repaired, ligated to the adapter, and amplified. Raw mRNA sequence data were obtained using an Illumina HiSeq<sup>TM</sup>2000 machine (USA) and filtered using Fastp software.

First, the trimmed reads were mapped to the mouse genome (mm10, genome.UCSC.edu) using the STAR software to identify the transcriptional information in the niche of BEC. Then, the DESeq2 “counts” function of the R package was used to normalize gene expression levels based on the number of total reads of each sample. Differentially expressed genes between the 0%-Axitinib group and 3%-Axitinib group were identified as meeting the criteria of fold change  $\geq 1.5$  and P-value  $\leq 0.05$ . Lastly, we used Metascape (<http://metascape.org>) for gene ontology analysis.

For qPCR analysis, murine mRNAs were reverse transcribed into cDNA. Primers for

target genes (*Pecam1*, *Cdh5*, *Timp1*, *Mmp9* and *Mmp13*) were designed, shown in Table S3, supporting information. PowerUp<sup>TM</sup> SYBR<sup>TM</sup> Green Master Mix (Thermo Scientific, USA) was used to amplify the specific cDNAs. The results were analyzed using the comparative threshold cycle ( $\Delta\Delta CT$ ) method with *Actb* as an internal control.

**Quantification of Timp1 and measurement of MMP activity:** The whole samples were immediately flash-frozen in liquid nitrogen, homogenized by a ceramic mortar, and dissolved in PBS at a concentration of 5 mg/mL of tissues. The samples were centrifuged at 12000 rpm for 10 min at 4 °C and the supernatant was collected. The content of Timp1 was determined using an ELISA kit (MTM100, RD, USA) according to the recommendations of the manufacturer. The general MMP activity of the samples was measured using a fluorometric MMP activity assay kit (ab112147, Abcam, USA).<sup>[5]</sup> First, 2 mM 4-aminophenylmercuric acetate (APMA) was added to an equal volume of supernatant and incubated at 37 °C for 3 h to activate MMPs. Next, the MMP red substrate working solution was added to the activated MMP solution. Finally, the fluorescence intensity was monitored using a fluorescence plate reader (Synergy2, Bio Tek, USA) at Ex/Em= 540/590 nm after incubation at 37 °C for 60 min.

**In vivo modulation of Timp1:** To elucidate the relationship between Timp1 and MMP activity, a series of in-vivo experiments were performed. Electrospun membranes were tailored into rectangles (15 mm \* 15 mm), disinfected, and subcutaneously implanted into nude mice. Samples were divided into five groups according to the axitinib content and modulation of Timp1: 1) 0%-Axitinib group: 0%-Axitinib membrane alone; 2) 0%-Axitinib +

Timp1: Nude mice loaded with 0%-Axitinib membrane received hypodermic injections of recombinant mouse Timp1 (35 µg/kg) (980-MT, R&D, USA); 3) 3%-Axitinib group: 3%-Axitinib membrane alone; 4) 3%-Axitinib + Timp1 block: Nude mice loaded with 3%-Axitinib membrane received hypodermic injections of a function-blocking antibody of murine Timp1 (0.5 mg/kg) (AF980, R&D, USA); 5) 3%-Axitinib + Ig G: Nude mice loaded with 3%-Axitinib membrane received hypodermic injections of an isotype IgG (0.5 mg/kg) (AB-108-C, R&D, USA). Four pieces of the electrospun membranes were subcutaneously implanted into two nude mice in each group. The injections started immediately after the implantation and were repeated every two days for two weeks. All related reagents were injected at locations surrounding the membrane.

**Statistical analysis:** All quantitative data were obtained from no less than three samples and presented in terms of their mean  $\pm$  standard deviation. The Anderson–Darling test was first performed to evaluate if the raw data fit the normal distribution curve. If this fit did not exist, logarithmic transformation was done on this data. A Student’s t-test was used to determine statistical differences between two groups, while a one-way analysis of variance (ANOVA), followed by a Tukey’s test, was conducted for multiple group comparisons. Significant differences were assumed at p-values below 0.05 (\*p < 0.05; \*\*p < 0.01; \*\*\*p < 0.001). All statistical analyses were performed using the software SPSS Statistics 24.0 (IBM, USA).

## Reference

[1] J. Xue, M. He, H. Liu, Y. Niu, A. Crawford, P. D. Coates, D. Chen, R. Shi, L. Zhang, *Biomaterials* **2014**, *35*, 9395.

- [2] X. He, B. Feng, C. Huang, H. Wang, Y. Ge, R. Hu, M. Yin, Z. Xu, W. Wang, W. Fu, J. Zheng, *International journal of nanomedicine* **2015**, *10*, 2089.
- [3] D. Li, L. Zhu, Y. Liu, Z. Yin, Y. Liu, F. Liu, A. He, S. Feng, Y. Zhang, Z. Zhang, *Acta biomaterialia* **2017**, *54*, 321.
- [4] Y. Zhu, Y. Zhang, Y. Liu, R. Tao, H. Xia, R. Zheng, Y. Shi, S. Tang, W. Zhang, W. Liu, Y. Cao, G. Zhou, *Tissue engineering. Part A* **2015**, *21*, 782.
- [5] C. Boada, A. Zinger, C. J. Tsao, P. Zhao, J. O. Martinez, K. Hartman, T. Naoi, R. Sukhovshin, M. Sushnitha, R. Molinaro, *Circ. res* **2019**.

### Supplementary Figures

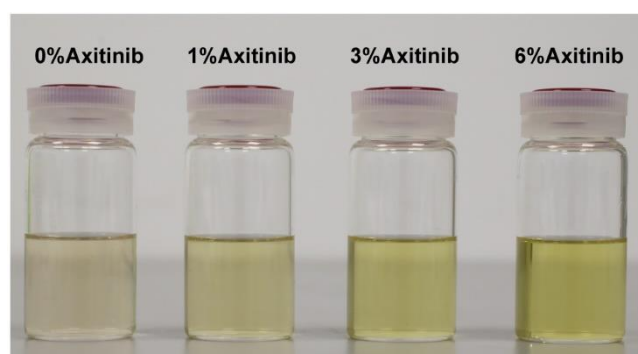

**Figure S1.** Samples containing different content of axitinib dissolved in 12% (wt/v) PCL/collagen/HFIP electrospinning solution.

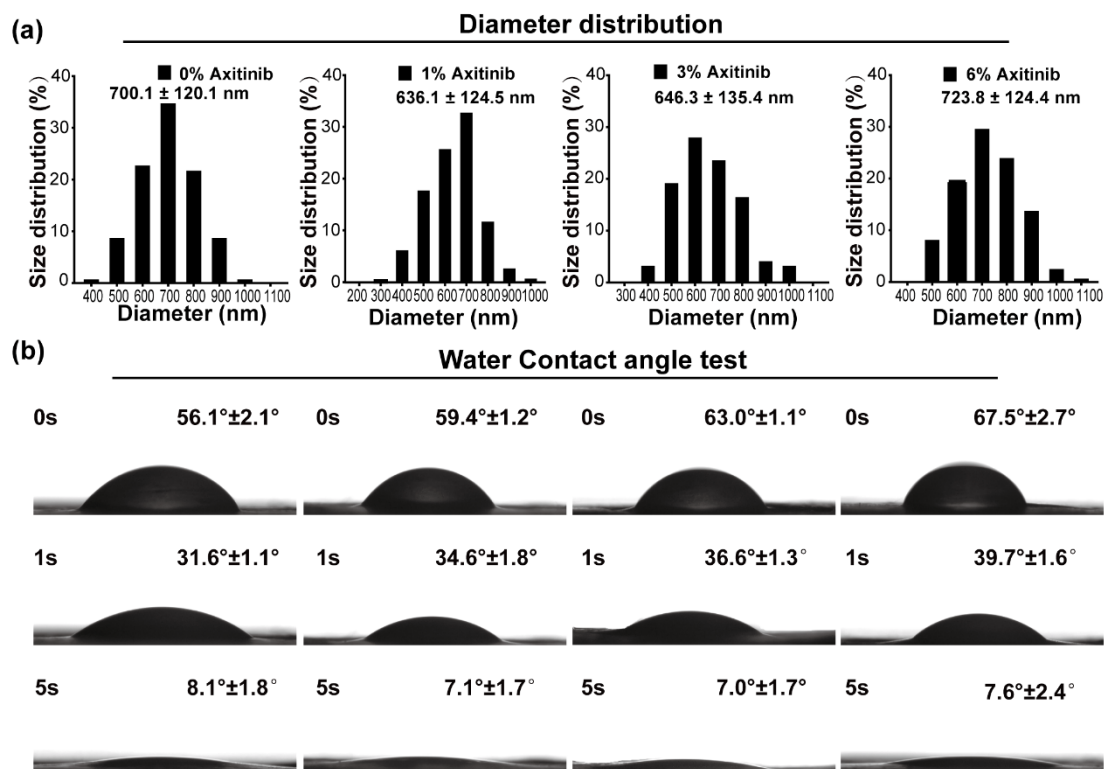

**Figure S2.** Characterizations of axitinib-loaded PCL/collagen membranes. (a) Diametric distribution of different nanofibrous membranes. Values represent the mean  $\pm$  SD,  $n = 100$ . (b) Representative images of the water contact angle. Values represent the mean  $\pm$  SD,  $n = 6$ .

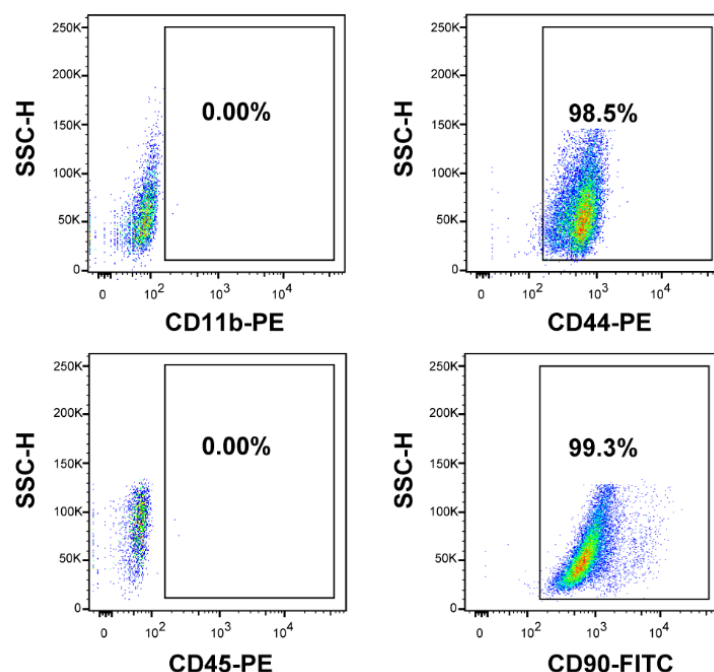

**Figure S3.** Identification of BMSCs by flow cytometry. More than 98% of cells were positive for CD44 and CD90, whereas almost no CD11b- and CD45-positive cells were identified, indicating the high purity of mesenchymal stromal cells.

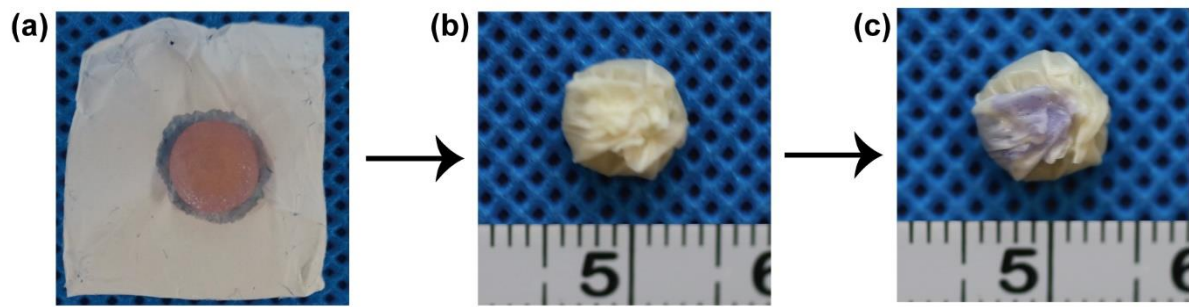

**Figure S4.** Schematic diagrams of the encapsulation of BEC. (a) BEC was placed onto the center of the membrane. (b) The four corners of the membrane were folded to the upper surface of the BEC. (c) 4–8  $\mu$ L Histoacryl was dripped on the folded corners. Blue areas in the membrane represented the Histoacryl.

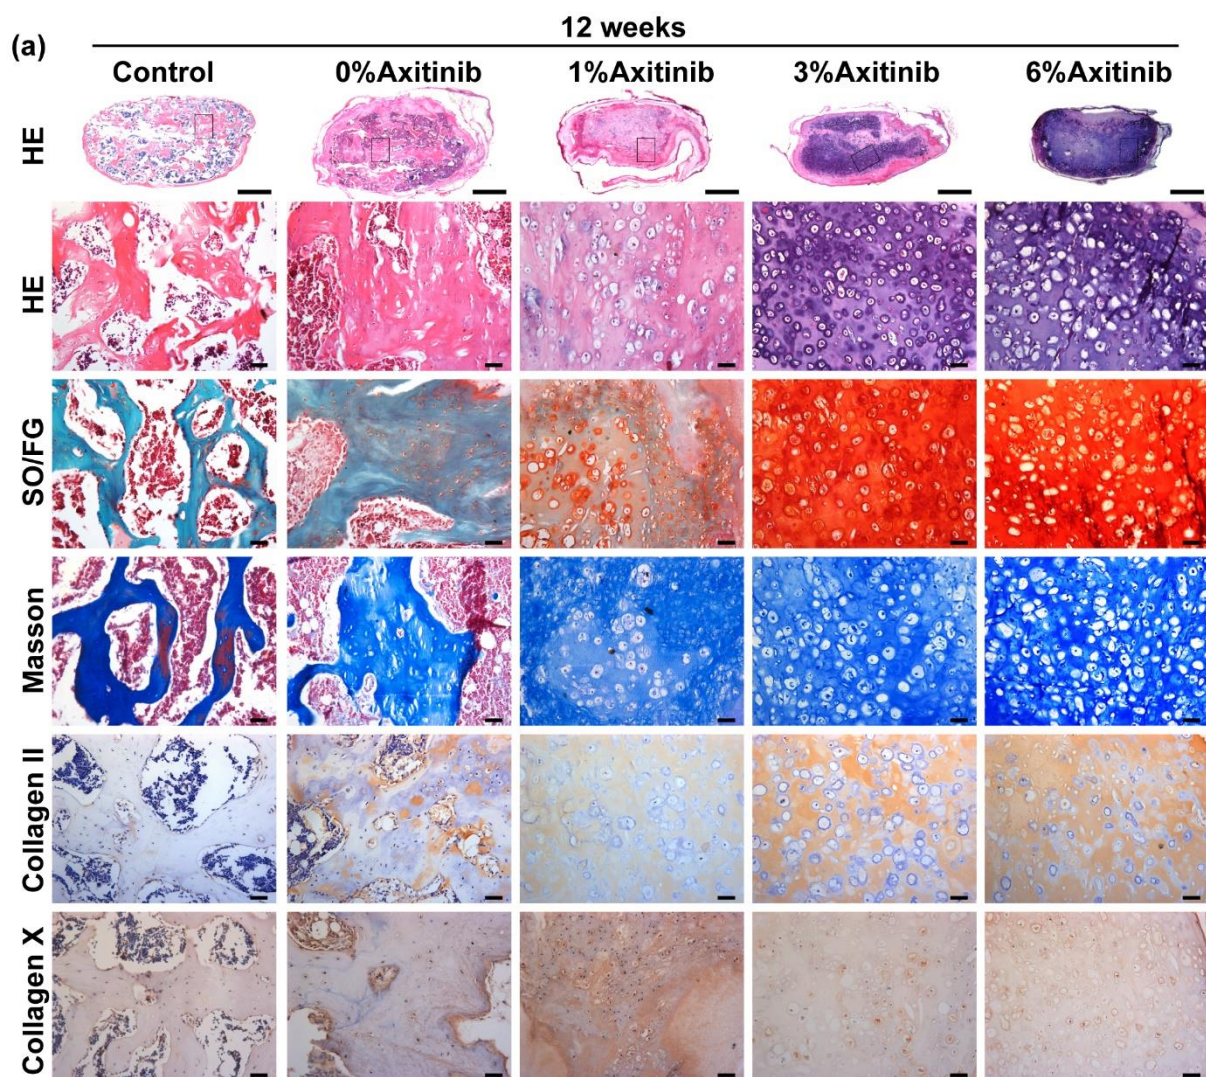

**Figure S5.** Histological and immunohistochemistry staining of BEC in different groups at 12 weeks post-implantation. Tissue sections were stained with hematoxylin and eosin (HE), safranin O/fast green (SO/FG), and Masson's trichrome reagents. Chondrogenic marker-collagen II and hypertrophic marker-collagen X were evaluated by

immunohistochemistry staining. Scale bars: 1 mm (low magnification) and 50  $\mu$ m (high magnification).

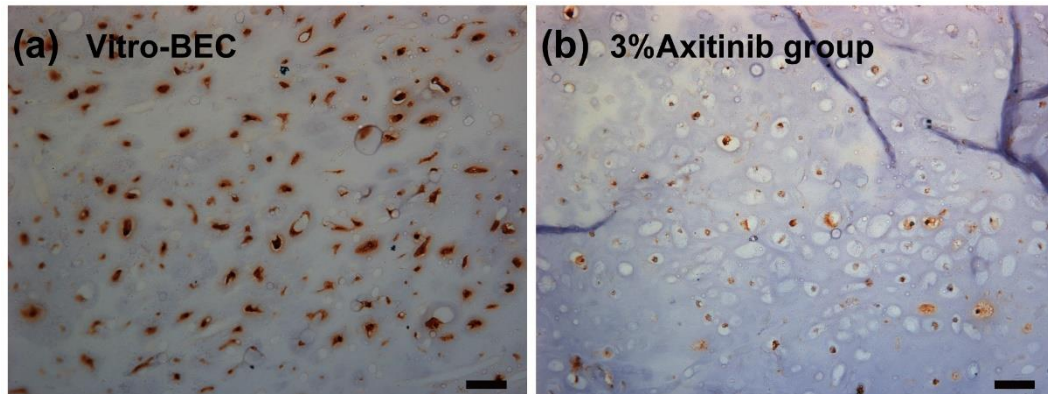

**Figure S6.** Immunohistochemistry staining of Vegfa in vitro-BEC and 3%-Axitinib group (*in vivo* 24 weeks). (a) Significantly positive expression of Vegfa detected in BEC before implantation. (b) Remarkably weakened expression of Vegfa in 3%-Axitinib group after subcutaneous implantation. Scale bar = 50  $\mu$ m.

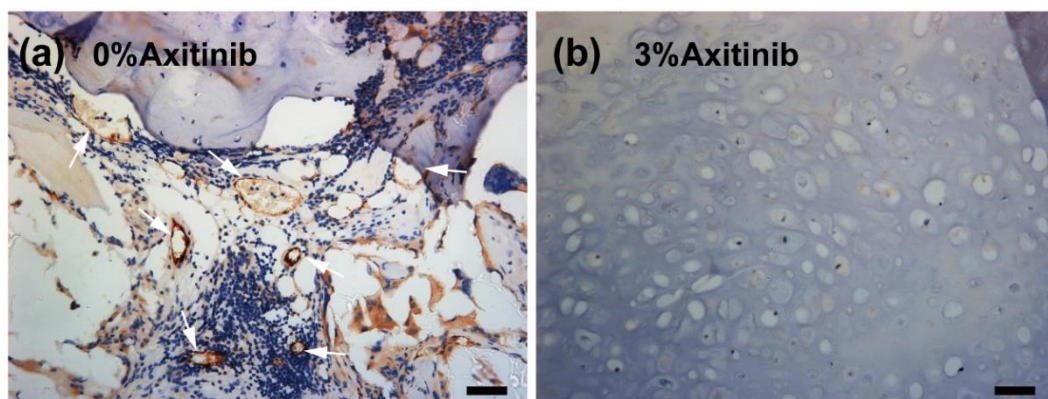

**Figure S7.** Immunohistochemistry staining of Pecam1 (CD31) in 0%-Axitinib and 3%-Axitinib groups at 12 weeks post-implantation. (a) Vascular invasion was observed in the 0%-Axitinib group. White arrows represented blood vessels. (b) The absence of vessels was observed in the 3%-Axitinib group. Scale bar = 50  $\mu$ m.

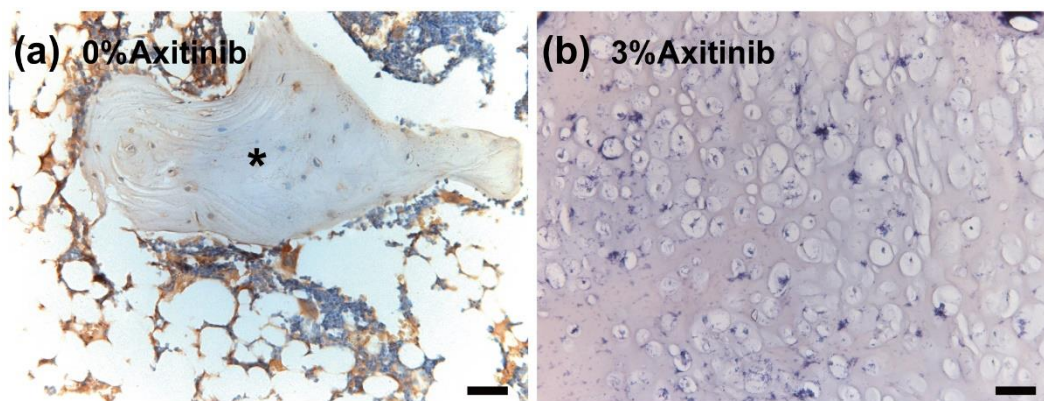

**Figure S8.** Immunohistochemistry staining of Ptprc (CD45) in 0%-Axitinib and 3%-Axitinib groups at 12 weeks post-implantation. (a) Abundance leukocytes infiltrating the engineered cartilage was observed in the 0%-Axitinib group. \* represented ossified engineered cartilage. (b) No obvious leukocytes were observed in the 3%-Axitinib group. Scale bar = 50  $\mu$ m.

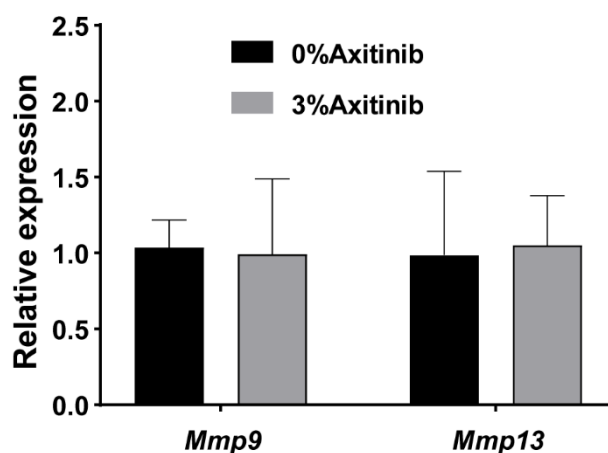

**Figure S9.** Relative mRNA levels of murine *Mmp9* and *Mmp13* in 0%-Axitinib and 3%-Axitinib groups at 12 weeks post-implantation. No significant difference was observed.

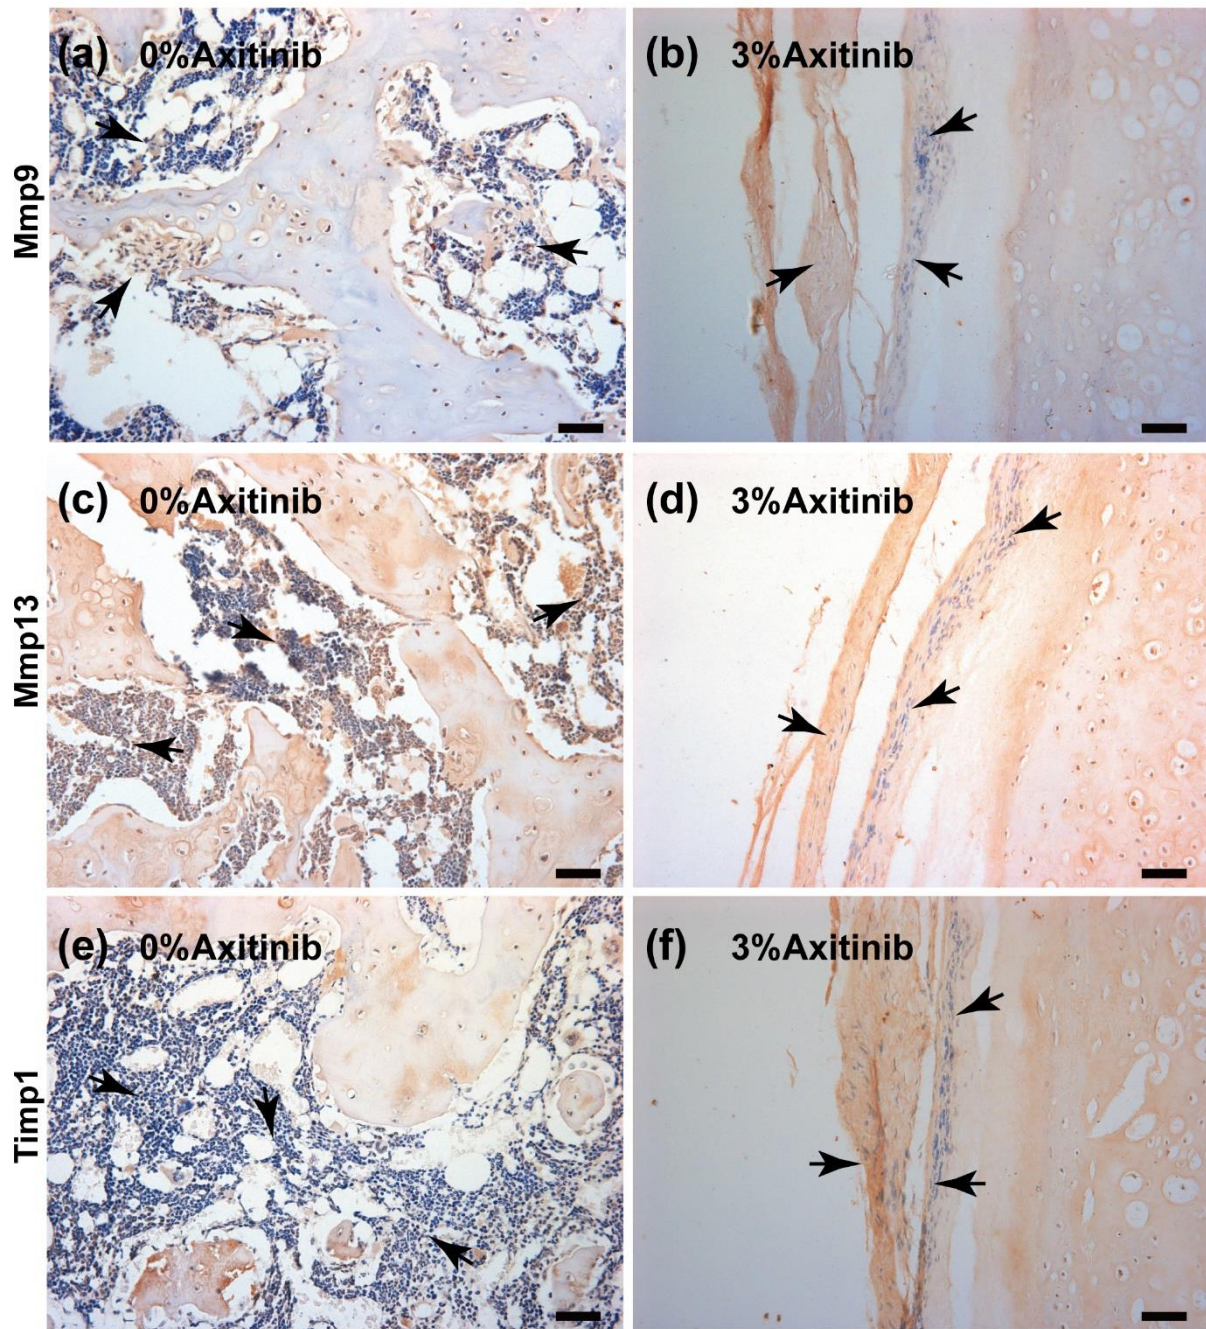

**Figure S10.** Immunohistochemistry staining of Mmp9, Mmp13, and Timp1 in 0%-Axitinib and 3%-Axitinib groups at 12 weeks post-implantation. Significant positive staining of Mmp9 or Mmp13 was observed in both 0%-Axitinib and 3%-Axitinib groups (a-d). However, the expression of Timp1 in the 0%-Axitinib group (e) was much lower than that in the 3%-Axitinib group (f). Black arrows represented murine tissues surrounding engineered cartilage. Scale bar = 50  $\mu$ m.

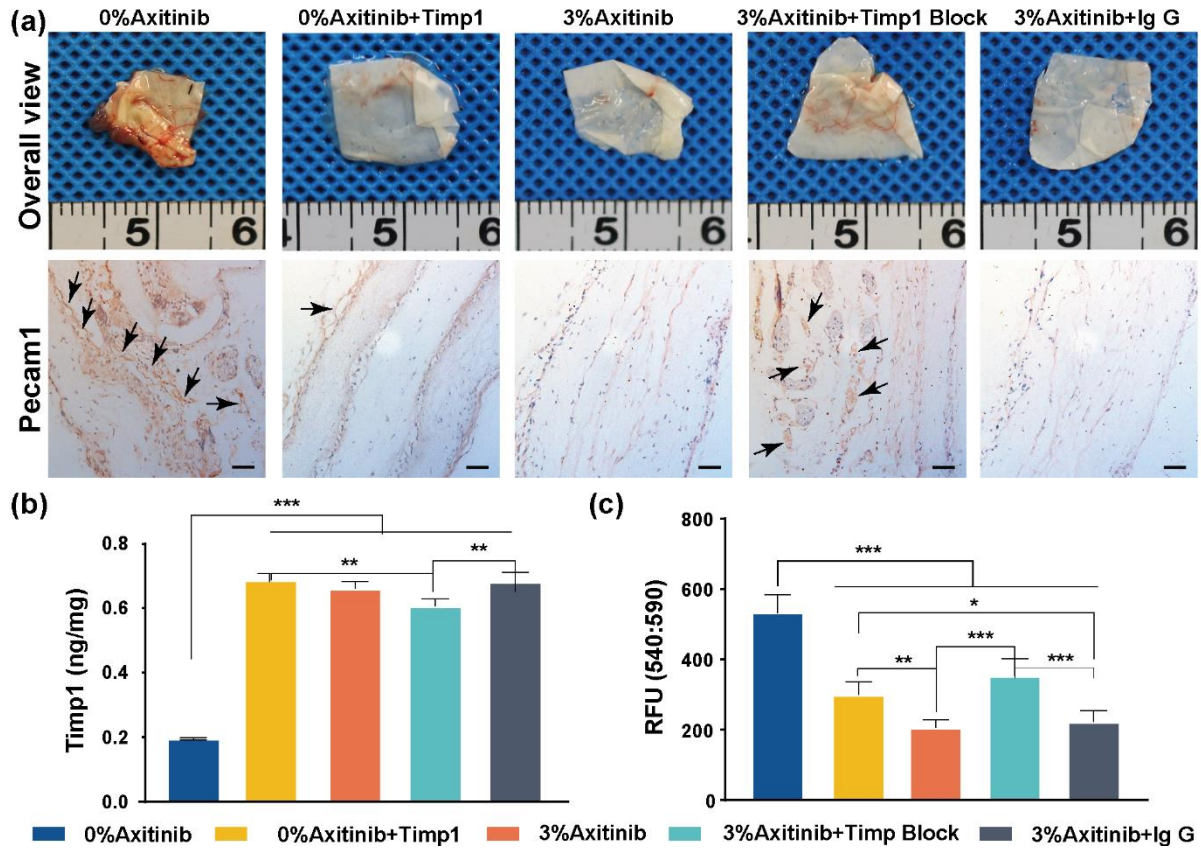

**Figure S11.** In-vivo modulation of Timp1. (a) Overall view and immunohistochemistry staining of Pecam1 (CD31) of membranes in different groups after two weeks of implantation. Black arrows represented blood vessels. Scale bar = 50 μm. (b) Quantification of murine Timp1 surrounding the membrane. Values represent mean ± SD, n = 4, \*\*P < 0.01, \*\*\*P < 0.001. (c) MMP activity of murine tissues surrounding the membrane. Values represent mean ± SD, n = 4, \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001.

**Table S1.** The general statistics of the in vivo fate of BEC in each group.

| Vivo time/grouping                   | Control | 0%-Axitinib | 1%-Axitinib | 3%-Axitinib | 6%-Axitinib |
|--------------------------------------|---------|-------------|-------------|-------------|-------------|
| In vivo 4 weeks                      |         |             |             |             |             |
| Chondrogenesis case <sup>a)</sup>    | 4       | 6           | 6           | 6           | 6           |
| Ossification case <sup>b)</sup>      | 6       | 5           | 1           | 0           | 0           |
| Typical bone trabecula <sup>c)</sup> | 6       | 0           | 0           | 0           | 0           |
| In vivo 12 weeks                     |         |             |             |             |             |
| Chondrogenesis case                  | 0       | 3           | 4           | 6           | 6           |
| Ossification case                    | 6       | 6           | 2           | 0           | 0           |

|                        |   |   |   |   |   |
|------------------------|---|---|---|---|---|
| Typical bone trabecula | 6 | 5 | 1 | 0 | 0 |
| In vivo 24 weeks       |   |   |   |   |   |
| Chondrogenesis case    | 0 | 0 | 3 | 6 | 6 |
| Ossification case      | 6 | 6 | 6 | 0 | 0 |
| Typical bone trabecula | 6 | 6 | 2 | 0 | 0 |

At the scheduled time, 6 samples in each group were evaluated by pathological staining. <sup>a)</sup> indicated that typical positive staining of safranin O was observed; <sup>b)</sup> indicated that typical positive staining of fast green was observed; <sup>c)</sup> indicated that typical bony structures consisting of bone trabecula were observed.

**Table S2.** Rabbits' primers used for qPCR analysis.

| Genes           | Forward primer sequences (5'-3') | Reverse primer sequences (5'-3') |
|-----------------|----------------------------------|----------------------------------|
| <i>Actb</i>     | ATCAGCAAGCAGGAGTAT               | CAATCTCGTCTCGTTTCTG              |
| <i>Sox9</i>     | AGGAGAACACGTTCCCAAGG             | ACCAGCGTCCAGTCGTAGCC             |
| <i>Col2a1</i>   | CTCAAGTCCCTCAACAACCAG            | TCTATCCAGTAGTCACCGCTCT           |
| <i>Aggrecan</i> | GGTGGTGGTGAAAGGTGTTG             | GGTGGAAGCCATCCTCGTAG             |
| <i>Chm-1</i>    | ATGACCGAGAACTCGGACAAAGTTC        | GAACTTTGTCCGAGTTCTCGGTGTCAT      |
| <i>Runx2</i>    | ATGGCGGGTAATGATGAAAAT            | CTCAGATCGTTGAACCTTGCT            |
| <i>Vegfa</i>    | GGAGACAATAAACCCACGAA             | GCACGCAGGAAGGCTTGAATA            |

**Table S3.** Murine primers used for qPCR analysis.

| Genes         | Forward primer sequences (5'-3') | Reverse primer sequences (5'-3') |
|---------------|----------------------------------|----------------------------------|
| <i>Actb</i>   | CCTCACTGTCCACCTTCC               | GGGTGTAAAACGCAGCTC               |
| <i>Pecam1</i> | GCCGGAAGACAGAACTAGC              | GAGTCCCAGAGCCAGGA                |
| <i>Cdh5</i>   | TCACCAGAAAGATCCCAGA              | TGGACAGCAAGAGAAAAGG              |
| <i>Timp1</i>  | TCACTGTTTGTGGACGGA               | AGGCTTCAGGTCATCGG                |
| <i>Mmp9</i>   | CACCGGCTAAACCACCTC               | CGCCCGACACACAGTAAG               |
| <i>Mmp13</i>  | GGACCTTCTGGTCTTCTGG              | GCCTTTGGAAGTGTCTTGT              |

How the deposited data were processed for this re-analysis (not part of the article)

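RNA-seq libraries were analysed for 3 samples of the 0%-Axitinib group and 3 samples of the 3%-Axitinib group, taken 12 weeks after implantation. The samples were harvested together with the entangled murine tissues, and no removal of BEC before RNA extraction is described. The labels call the first 3 samples untreated controls, while the paper's control group is BEC without a membrane. They were taken as the 0%-Axitinib group because the paper and its supplement name the 0%-Axitinib and 3%-Axitinib groups for the sequencing, and because the protocol deposited with the samples has BEC in membranes with 0% or 3% of the drug. Every comparison here rests on this reading. The other measurements of the paper (such as histology, micro-CT and qPCR) were not analysed here. The authors deposited unnormalized read counts per gene, which they had made by filtering the reads with fastp and mapping them with STAR to mm10. The layout of the counts is that of STAR's own gene counting, and the paper's text names neither the annotation release nor whether counting used the strand. Of 48444 lines, 4 held the reads that STAR gave to no gene, and these were kept out of library sizes and tests. Unmapped reads made up between 3.84% and 48.4% of a library, multimapping reads between 2.71% and 6.65%, reads outside genes between 3.17% and 6.14%, and reads on overlapping genes between 3.55% and 5.74%. The other 48440 lines were genes, of which 21617 had no read in any sample. In the names of 27 genes, a spreadsheet program had turned the symbol into a date, and these genes were tested under the name as given, 4 of them with a name shared by another line. Of all gene names, 91.0% occur in the GENCODE annotation of GRCm38, from which positions, lengths and GC content were taken.

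The depth was between 9225518 and 18403795 reads counted on genes per sample. A count of 3 was used as the limit of detection, and it covers counting error only, since reads without molecular identifiers are not independent molecules. Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with too few reads were removed with filterByExpr (minimum count 10, minimum total 15), libraries were normalized with TMM, and the 3%-Axitinib group was compared with the 0%-Axitinib group by the quasi-likelihood test with Benjamini-Hochberg adjustment over the 15257 tested genes. The study's criterion was applied to this test as a fold change of at least 1.5 and an unadjusted P-value of at most 0.05. The authors' own normalization is described as counts normalized with DESeq2 based on the total reads of each sample, and their filter on genes is not described in the paper's text. Expression is given as CPM after TMM normalization, and lists of genes were averaged per sample on the log2 scale with a prior count of 2. For single values, exact two-sided permutation tests were used, whose smallest p is 0.1 for 3 samples against 3. All tests treat the samples of a group as independent. The supplement states that a pair of constructs of one group was implanted in each mouse, and which samples shared a mouse, if any, is not given.

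The design, the 21 marker lists, the rule for the genes named in the text and most alternatives were set before the data were examined. The rule names every gene that the paper names for this experiment (17 genes), and the 5 genes with the largest increase and the 5 with the largest decrease among those with an adjusted p of at most 0.05, a mean of at least 1 CPM and groups that do not overlap. It also names, in the closing section, the most abundant gene of a list. Lists were tested with camera (limma 3.58.1) at a preset correlation of 0.01, with adjustment over the 21 lists, and again with fry and with a correlation estimated from the samples. The lists were written from general knowledge of cell types and are not those of a database. Reactome pathways of the mouse, as shipped with fgsea 1.28.0, were tested by Fisher's exact test, because the GO terms and Metascape used in the study were not available.

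Alternatives covered the normalization (DESeq2's size factors, total counts, TMM without the skeletal muscle genes), the test (DESeq2 1.42.0 with its Wald test, limma-voom), the filter (none, or at least 10 counts in every sample), the thresholds, the replicate number as a block, the mean of the skeletal muscle list as a covariate, and each sample left out in turn. All 10 splits of the 6 samples into groups of 3 were fitted. The tests were tried on simulated counts in which 193 of 14953 tested genes were changed. The quasi-likelihood test called 37.3% of the changed genes, and 57.1% of those changed by a factor of 4 or more, at an adjusted p of at most 0.05, and 4% of its calls were unchanged genes. In the same simulation, 623 unchanged genes met the study's criterion. For limma-voom, 32.1% of the changed genes were called and 1.59% of the calls were unchanged genes. For DESeq2's Wald test, these shares were 57.5% and 26.5%. The share of unchanged genes among the calls depends on how many genes are changed, so it does not carry over to the real counts. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.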

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

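The tests of the unmapped reads and of the bone matrix genes were chosen only after these results were seen. The lists of clock genes and of genes induced by glucocorticoids were written after the value of Nr1d1 was seen and before those of their own genes were.

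The paper does not report on the reads that could not be mapped to the mouse genome. Their mean share was 31.5% in the 3%-Axitinib group and 8.08% in the 0%-Axitinib group, with the highest share, 48.4%, in 3%-Axitinib replicate 1. The groups did not overlap, but 3%-Axitinib replicate 3 (16.8%) exceeded 0%-Axitinib replicate 3 (14.9%) by less than the spread within either group. Genomic DNA or degraded RNA would raise the share of mapped reads outside annotated genes. The mean of this share was 5.14% in the 3%-Axitinib group and 6.11% in the 0%-Axitinib group, but the groups overlapped, and 3%-Axitinib replicate 1 had 6.15%, above 0%-Axitinib replicates 2 (6.07%) and 3 (5.77%), so this source stays open. Transcripts of the rabbit cells of BEC also stay open. If unmapped reads came from rabbit cartilage, they could be expected to rise with the cartilage genes that did map, and Spearman's rho of the cartilage list with the unmapped share was 0.771 over the 6 samples (permutation p = 0.103, adjusted p = 0.175 over 4 relations). Pearson's r was 0.627 (permutation p = 0.176, adjusted p = 0.239), and 0.592 without 3%-Axitinib replicates 1 and 2, the samples farthest from the median. The relation is not particular to cartilage. For the skeletal muscle list, r was 0.593 (permutation p = 0.179, adjusted p = 0.239) and rho was 0.714 (permutation p = 0.136, adjusted p = 0.175), with r of 0.576 without the same samples. The endothelial cell list had the largest r, -0.854 (permutation p = 0.025, adjusted p = 0.1), with rho of -0.771 (permutation p = 0.103, adjusted p = 0.175) and r of -0.286 without these samples, on which its relation rests. The relation of the cartilage list may be no more than the difference between the groups, since 3 samples per group are too few to give it within a group. An effect of the treatment and a difference in the amount of engineered tissue in the harvested sample cannot be told apart here, because that amount was not measured. The sequences of the reads were not analysed here.

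Genes of osteoblasts and bone matrix, which the paper does not discuss for the sequencing, were higher in the 3%-Axitinib group. The paper's histology at 12 weeks went the other way, with ossification in every 0%-Axitinib sample scored and in no 3%-Axitinib sample. Whether the sequenced samples were among those scored is not given. The bone matrix list had a median log2 fold change of 1.62 over 12 genes (camera, adjusted p = 4.5e-05), but fry gave an adjusted p of 0.229. Its most abundant gene was Col1a1, which is also in the fibroblast list. Relative to the mean of the 0%-Axitinib group, the list's mean log2 CPM was -0.27, -0.83 and 1.10 in 0%-Axitinib replicates 1, 2 and 3, and 0.17, 3.21 and 1.76 in 3%-Axitinib replicates 1, 2 and 3, so the groups overlapped. Ibsp, chosen after its values were seen, was measured at 1047, 10536 and 1807 CPM in 3%-Axitinib replicates 1, 2 and 3, and at most 330 CPM in the 0%-Axitinib samples. Bglap, chosen in the same way, went the other way, with a log2 fold change of -1.27. A piece of bone-forming tissue in 3%-Axitinib replicate 2 alone is not the whole source, since the median of the list was 0.70 without this sample (camera, adjusted p = 5.9e-04). Rabbit transcripts of the engineered tissue that map to the mouse genome stay open. Pearson's r of the list with the share of unmapped reads was 0.338 (permutation p = 0.513, adjusted p = 0.513 over the same 4 relations) and Spearman's rho was 0.657 (permutation p = 0.175, adjusted p = 0.175). Without 3%-Axitinib replicates 1 and 2, r was 0.989 over the other 4 samples, so the pooled value rests on the samples left out. An effect of the treatment on bone-forming cells of the mouse was not tested, and the counts cannot separate it from the amount of engineered tissue in the sample.

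Nr1d1, a gene of the molecular clock that the paper does not discuss, was the 1 gene with an adjusted p of at most 0.05 in edgeR's quasi-likelihood test. Its log2 fold change was 3.83, with 132, 119 and 180 CPM in 3%-Axitinib replicates 1, 2 and 3 against at most 11.9 CPM in the 0%-Axitinib samples. Across the 15 alternatives in which it was tested, the log2 fold change stayed between 3.57 and 3.96, and the adjusted p was at most 0.05 in 9 of them and reached 0.174. Thra, which overlaps Nr1d1 on the other strand, had a log2 fold change of 0.29. Genes that peak together with Nr1d1 in the daily cycle had a median log2 fold change of 0.78 (fry, adjusted p = 0.00175 over 3 added lists). Of these 10 genes, 8 were higher and 6 separated the groups, against 10% expected by chance and 31.3% of all tested genes. Nr1d1 itself is not in this list. A shift of the whole clock between the groups, for example from another hour of harvest, would lower the genes that peak in antiphase. These had a median of -0.22 over 4 genes, of which 1 was higher and none separated the groups (fry, adjusted p = 0.913), so the clock can be neither excluded nor taken as the source. The metallothionein genes Mt1 and Mt2, chosen after their values were seen, had log2 fold changes of 3.11 and 4.30. Glucocorticoids induce metallothionein genes, and a list of 12 other genes induced by them had a median of 0.59, with 11 genes higher but 2 that separated the groups (camera, adjusted p = 0.00437, and fry, adjusted p = 0.303, over the added lists). The labels give no hour of harvest, and neither explanation can be told apart from an effect of axitinib.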

How the results depend on the processing

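The alternatives of DESeq2's Wald test without a filter, of DESeq2's Wald test with an adjusted p of at most 0.05, and of an adjusted p of at most 0.1 were chosen after seeing the data. All of the others were planned, and all of them were fitted.

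The number of genes that met the study's criterion was 3241, of which 1785 were lower and 1456 higher in the 3%-Axitinib group. It stayed within a factor of 1.5 with DESeq2's size factors (3244), total counts (3437), TMM without the skeletal muscle genes (3243), DESeq2's Wald test (3588, or 3947 without a filter), limma-voom (2951), no filter (4143) and at least 10 counts in every sample (2841). With the skeletal muscle list as a covariate, 1758 genes met the criterion (850 lower and 908 higher), and 1408 of these were among the 3241. The cause was not tested, and the covariate also leaves fewer degrees of freedom to estimate the variation. At a fold change of 2, 1951 genes remained (1072 lower and 879 higher), a stricter condition on the same test. An adjusted p of at most 0.05 in place of the unadjusted one left 1 gene (0 lower and 1 higher). With DESeq2's Wald test and an adjusted p of at most 0.05, there were 1929 genes (1041 lower and 888 higher), and with edgeR's test and an adjusted p of at most 0.1 there were 765 (432 lower and 333 higher). With each sample left out in turn, the criterion was met by 2365 to 4422 genes, with 1308 to 2148 lower and 1055 to 2274 higher. The 2274 higher genes were found without 0%-Axitinib replicate 3. Scaling to total counts moved the median log2 fold change of all genes from -0.034 to -0.16. With this scaling, 71.2% of the genes that met the criterion were lower (2448 lower and 989 higher), against 55.1% with TMM.

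The number of genes with an adjusted p of at most 0.05 depended on the test and on single samples. It was 1 with edgeR's quasi-likelihood test, 2 with limma-voom, 15 without a filter, 0 with the skeletal muscle list as a covariate (1758 genes had an unadjusted p of at most 0.05 in that fit), and 1961 with DESeq2's Wald test (1734 without a filter). DESeq2 gave no adjusted p for 766 of the 15257 genes. At a threshold of 0.1, edgeR's test gave 765 genes. With each sample left out in turn, the number was between 0 and 1252. The 1252 genes were found without 0%-Axitinib replicate 3, 58 genes were found without 3%-Axitinib replicate 2, and the other 4 fits gave 0, with between 2417 and 3513 genes at an unadjusted p of at most 0.05. The cause of these changes was not tested. DESeq2's Wald test called more unchanged genes than edgeR's test did in the simulated counts, but only 193 genes were changed there.

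The 6 lists of the study's topics kept their direction under every alternative for the normalization, test, filter, block, covariate and left-out sample. Their medians with camera at a preset correlation were -1.50 for the endothelial cell list, -0.49 for the leukocyte list, -2.99 for the histocompatibility class II list, 0.57 for the hypoxia response list, 1.30 for the cartilage list and 6.35 for the skeletal muscle list. The tests with fry and with an estimated correlation have these same medians, but no list had an adjusted p of at most 0.05 in them. With fry, the adjusted p was 0.112 for the endothelial cell, leukocyte, class II and cartilage lists, 0.142 for the hypoxia response list and 0.229 for the skeletal muscle list, and with an estimated correlation it was between 0.385 and 0.389 for the 6 lists. The skeletal muscle list had a median of 0.0073 with its own mean as a covariate (adjusted p = 0.832). This covariate takes out the difference of the list as a whole by construction. Without the glycolysis genes, the median of the hypoxia response list was 0.58. With each sample left out in turn, the medians ranged from -1.74 to -1.26 for the endothelial cell list, from -0.58 to -0.27 for the leukocyte list (-0.27 without 0%-Axitinib replicate 3 and -0.32 without 0%-Axitinib replicate 2), and from -3.38 to -2.07 for the class II list. They ranged from 0.38 to 0.68 for the hypoxia response list (0.38 without 0%-Axitinib replicate 3), from 0.87 to 1.66 for the cartilage list and from 5.30 to 7.80 for the skeletal muscle list.

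Among the 18 named genes, the direction changed for 3. The log2 fold change of Actn2 was -0.073 with the skeletal muscle list as a covariate, against 7.51 without it. Actn2 is itself in this list, so the covariate takes out much of its difference by construction. The change of sign therefore says nothing about the gene. The log2 fold change of Mmp9 was 0.89 with this covariate, 0.50 without 0%-Axitinib replicate 3 and 0.34 without 3%-Axitinib replicate 1, against -0.21 with all samples. That of Mmp13 was -0.67 without 3%-Axitinib replicate 2, against 0.59. With each sample left out in turn, the range was from -1.52 (without 3%-Axitinib replicate 2) to 0.50 for Mmp9 and from -0.67 to 2.40 (without 0%-Axitinib replicate 3) for Mmp13. For Mmp9 and Mmp13, the cause was not tested. Of the other values of named genes with a sample left out, 94 kept their direction and their side of the threshold, 7 passed the threshold and 4 no longer did. Under the other alternatives, 139 values kept both, 17 passed the threshold and 2 no longer did.

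The samples of the groups share replicate numbers, which the paper does not tie to an animal or a day across groups. Samples within a group may share a host mouse, since a pair of constructs of one group was implanted in each mouse, and this was not tested because the labels do not name the mouse. The deviations from the group means correlated between samples of the same number with r of 0.18, -0.12 and -0.17 across genes, which are not independent replicates. With the number as a replicate block, 2603 genes met the study's criterion (1354 lower and 1249 higher) and 2 genes had an adjusted p of at most 0.05.

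The depth limits genes of low expression. At the depth of 3%-Axitinib replicate 1, the smallest library, a count of 3 corresponds to 0.325 CPM, so that changes of genes below this level could not be measured in that sample. With 3 samples per group, a gene's standard error was large where replicates differed, as for Mmp9 (0.99) and Mmp13 (1.05).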

Differences from the paper's values

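The tests with a fold change of 1.5 and an adjusted p of at most 0.1, and with DESeq2's Wald test without a filter, were chosen only after the values were seen.

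The paper reports 837 differentially expressed genes, and 3241 genes met its criterion, with the P-value taken as unadjusted, in edgeR's quasi-likelihood test. The paper's number of downregulated genes is 313 and its number of upregulated genes is 524, against 1785 and 1456 here, so that the larger group is the upregulated one in the paper and the downregulated one here. Among the alternatives set before the data were examined, the upregulated group was the larger one without 0%-Axitinib replicate 3 (2274 against 2148 genes), with the skeletal muscle list as a covariate (908 against 850 genes) and with an adjusted p of at most 0.05 (1 gene against 0). None of the 17 alternatives set before the data were examined brought any of the 3 numbers within a factor of 1.5 of the paper's. A fold change of 1.5 with an adjusted p of at most 0.1, chosen after seeing the values, gave 765 genes against the paper's 837, 432 downregulated genes against the paper's 313 and 333 upregulated genes against the paper's 524. The last of these still differs by more than a factor of 1.5.

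For Cdh5, the paper's qPCR gives the 3%-Axitinib group about 0.35 of the 0%-Axitinib group in Fig. 8d, read by eye (mean with SD), and the counts gave 0.194. Of the alternatives set before the data were examined, the fit without 3%-Axitinib replicate 1 gave 0.235, within a factor of 1.5, and the other 14 did not come within it. For Timp1, the paper's qPCR gives about 14 in Fig. 8d, read by eye, and the counts gave 6.88. The alternatives with the skeletal muscle list as a covariate (8.80), without 0%-Axitinib replicate 1 (8.25) and without 3%-Axitinib replicate 3 (9.06) lay within the larger of the paper's SD and the SD of the counts, and the other 12 did not.

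The paper states that the named angiogenic, hypoxia, chondrogenic and muscle genes changed significantly and that the named immune genes were downregulated. All 15 of these genes met its criterion here in the direction it states, and the other genes it names, Mmp9 and Mmp13, for which it states no significant downregulation, did not meet it. None of the 15 genes had an adjusted p of at most 0.05 over all tested genes in edgeR's quasi-likelihood test. With DESeq2's Wald test, all 15 had an adjusted p of at most 0.05, and without a filter 14 had. With edgeR's test, 6 had one without 0%-Axitinib replicate 3, and 1 had one without 3%-Axitinib replicate 2, with no filter or with the replicate block. The paper states that muscle genes were higher in the 3%-Axitinib group, and Actn2 was at 0.273 CPM in 3%-Axitinib replicate 2, below the highest 0%-Axitinib sample (1.41 CPM).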

Other observations

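The test of the cartilage genes against the unmapped share, and the samples in which muscle genes were counted together, were chosen only after the result was seen, and all other tests of explanations in this part before.

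All 10 splits of the 6 samples into groups of 3 were fitted, and with 10 splits no share under 0.1 can be reached. In 1 of the 10 splits, the real one, as many as 3241 genes met the study's criterion, and the other 9 gave between 183 and 1248 genes (median 646). The real split was also the 1 split of 10 with a gene at an adjusted p of at most 0.05. Of the 10 splits, 1, again the real one, gave as large a median for the endothelial cell, leukocyte, histocompatibility class II, hypoxia response and cartilage lists. For the skeletal muscle list, 2 of the 10 splits gave as large a median.

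Properties of the genes and the sex of the hosts were weighed for the number of genes that met the study's criterion. Across the 96.0% of tested genes with known values, log2 fold changes correlated with gene length (Spearman's rho -0.229) and with GC content (rho 0.286). With these trends taken out, 2779 genes met the criterion (1467 lower and 1312 higher), so the trends are not the whole source of the difference. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, chosen as markers of sex, were present in every library, with Ddx3y at 21.5 CPM or more. Xist reached at most 45 counts, in 3%-Axitinib replicate 1 (4.95 CPM). These values argue against a difference between the groups in the sex of the hosts. Batches of sequencing or library preparation are not given in the labels or the paper and were not tested.

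Skeletal muscle differed between samples of 1 group. Of the 38 tested muscle genes, 38 in 3%-Axitinib replicate 1, 4 in replicate 2 and 37 in replicate 3 were above every 0%-Axitinib sample, and 37 were so in replicates 1 and 3 together. The most abundant gene of the list was Acta1. A larger piece of muscle in 2 of the harvested samples would raise all abundant muscle genes together. The count of 37 does not test this, since it was taken in the samples already seen to be high, and the explanation stays open. The paper's explanation, a response of the muscle to hypoxia, could not be tested, because that needs muscle in both groups. The list summed to only 254, 49.9 and 95.7 CPM in 0%-Axitinib replicates 1, 2 and 3. In 3%-Axitinib replicates 1, 2 and 3 it summed to 20887, 80.6 and 11740 CPM. The rise of the list therefore shows how many muscle transcripts a sample held, and cannot show regulation within muscle. The hypoxia response list shares part of this question. With the muscle list as a covariate, its median was 0.14 (camera, adjusted p = 0.0068), against 0.57 without it, and over all alternatives its adjusted p lay between 1.3e-06 (no filter) and 0.389 (estimated correlation). Muscle in the sample and hypoxia cannot be told apart with 1 sample of the 3%-Axitinib group that lacks muscle.

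All 21 tested genes of the cartilage list had a positive log2 fold change. Engineered cartilage in the harvested sample would raise these genes together, but so would cartilage of the mouse, and the counts do not give the species, so the 21 genes do not decide between them. Pearson's r of the list with the share of unmapped reads, 0.627, does not decide it either (permutation p = 0.176, adjusted p = 0.239 over 4 relations). The most abundant gene of the list was Cilp. Cartilage formed by cells of the mouse under the treatment was not tested.

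Explanations for the lower endothelial genes were tested against other cell types. Dilution by transcripts of muscle or cartilage would lower the endothelial and the fibroblast list alike. The endothelial list, whose most abundant gene was Plvap, fell by 2.38 relative to the fibroblast list on the log2 scale, with no overlap between the groups (exact two-sided permutation test, p = 0.1), which argues against it. Relative to the macrophage list, the endothelial list fell by 1.49. Plvap itself had a log2 fold change of -0.39, and its groups overlapped. Bone and marrow tissue in 0%-Axitinib replicate 3 could bring endothelial cells, but without this sample the median of the endothelial list was -1.31. Fewer vessels in the 3%-Axitinib samples, the paper's explanation, stay open as an effect of the treatment.

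0%-Axitinib replicate 3 held transcripts of blood cell precursors that the other samples had at far lower levels. S100a9, the most abundant gene of the neutrophil precursor list, was at 10660 CPM in this sample and between 6.08 and 43.2 CPM in the others, and Hbb-bs, that of the erythroid precursor list, was at 9949 CPM and between 98.2 and 280 CPM. Marrow in this sample may add to the difference in immune genes, but it is not the whole source, since the median of the class II list was -2.07 without it, against -2.99. The B cell and plasma cell list (most abundant gene Ighm) had a median of -4.76, and -2.78 without this sample. The T cell list (Cd2) had a median of -3.45 over 8 genes (camera, adjusted p = 7.0e-04), and -1.55 without this sample. The erythroid precursor list had a median of -4.35 over 6 genes (adjusted p = 0.00459), and -0.59 without it. The neutrophil precursor list had a median of -7.20 over 10 genes (adjusted p = 0.0264), and 0.59 without it. The B cell precursor list (Ebf1) had a median of -4.26 over 3 genes (adjusted p = 0.215), and -1.45 without it. Cd2 and Ebf1 did not follow their lists, with log2 fold changes of -0.17 and 0.16. The leukocyte list, of which Lyz2 was the most abundant gene, shares 10 of its genes with the macrophage list (Cd68), and Cd74 was the most abundant gene of the class II list. Lyz2 did not follow its list, with a log2 fold change of 0.21.

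Other lists described further tissue in the samples. The fibroblast list (most abundant gene Col1a1) had a median log2 fold change of 0.79 over 12 genes (camera, adjusted p = 0.00125), and 1.40, 0.46 and 0.49 without 0%-Axitinib replicate 1, without 0%-Axitinib replicate 3 and without 3%-Axitinib replicate 2. The adipocyte list (Fabp4) had a median of -1.17 over 11 genes (adjusted p = 0.00227), but -2.93 without 3%-Axitinib replicate 1, -0.58 without 3%-Axitinib replicate 2 and -0.77 without 3%-Axitinib replicate 3. Its furthest change was to -4.71, with the mean of the skeletal muscle list as a covariate. The osteoclast list (Ctsk) had a median of -0.49 over 10 genes (adjusted p = 0.0348), with -1.56 without 3%-Axitinib replicate 2 and -0.10 without 3%-Axitinib replicate 1. Its direction changed with the same covariate, to a median of 0.16 with 6 of the 10 genes higher (camera, adjusted p = 0.910). Ctsk itself had a log2 fold change of 0.13 without the covariate. The keratinocyte list (Krt10) had a median of -1.97 over 8 genes (adjusted p = 0.346), from -3.56 without 0%-Axitinib replicate 3 to 0.66 without 0%-Axitinib replicate 2, the sample in which the list was highest. The pericyte and smooth muscle list (Des) had a median of 0.011 over 12 genes (adjusted p = 0.0729), from -0.17 without 0%-Axitinib replicate 2 to 0.37 without 0%-Axitinib replicate 1, and -0.13 with scaling to total counts. Its genes went both ways, so this median does not show that they were unchanged. Rgs5, Abcc9, Mcam, Notch3 and Kcnj8 were lower in every 3%-Axitinib sample, with log2 fold changes from -2.22 to -1.22. Of the 12 genes, 6 were higher without separating the groups, among them Des (1319, 21.7 and 607 CPM in 3%-Axitinib replicates 1, 2 and 3). The list of tissue inhibitors of metalloproteinases (Timp2) had a median of -0.37 over 4 genes (adjusted p = 0.786), from -0.74 without 0%-Axitinib replicate 3 to 0.072 without 0%-Axitinib replicate 1, and the most abundant gene of the matrix metalloproteinase list was Mmp12. In the hypoxia response list, Aldoa was the most abundant gene, and without the glycolysis genes it was Lox. None of these lists had an adjusted p of at most 0.05 with fry or with an estimated correlation.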
